# ERG induces a mesenchymal-like state associated with chemoresistance in leukemia cells

**DOI:** 10.18632/oncotarget.1449

**Published:** 2013-12-04

**Authors:** Liliana H. Mochmann, Martin Neumann, Eva K. von der Heide, Verena Nowak, Anja A. Kühl, Jutta Ortiz-Tanchez, Juliane Bock, Wolf K. Hofmann, Claudia D. Baldus

**Keywords:** ERG, ERK, EMT, Chemoresistance

## Abstract

Overexpression of the oncogene ERG (ETS-related gene) is an adverse prognostic factor in acute myeloid and T-cell lymphoblastic leukemia (AML and T-ALL). We hypothesize that ERG overexpression is associated with primary drug resistance thereby influencing the outcome in leukemia. We previously reported a cell-line based model of ERG overexpression which induced a potentially chemo-resistant spindle shape cell type. Herein, we report a specific transcriptional gene signature for the observed spindle shaped morphology. Genes significantly over-expressed after ERG induction strongly resembled adhesive mesenchymal-like genes that included integrins (ITGA10, ITGB5, ITGB3, ITGA2B), CD44, and CD24. Interestingly, the mesenchymal-like signature was accompanied by the repression of DNA chromatin remodeling and DNA repair genes, such as CHEK1, EZH2, SUZ12, and DNMT3a. The ERG-induced mesenchymal-like signature positively correlated with TMPRSS2-ERG prostate tissues and invasive breast cancer mRNA expression datasets reflecting a general ERG-driven pattern of malignancy. Furthermore, inhibitors modulating ERG druggable pathways WNT, PKC, and AKT, and chemotherapeutic agent cytarabine revealed ERG-induced drug resistance. In particular, PKC412 treatment enhanced proliferative rates and promoted spindle shape formation in ERG-induced cells. Nilotinib and dasatinib were effective at abolishing ERG-induced cells. Moreover, ERG overexpression also led to an increase in double strand breaks. This report provides mechanistic clues into ERG-driven drug resistance in the poor prognostic group of high ERG expressers, provides insight to improved drug targeted therapies, and provides novel markers for a mesenchymal-like state in acute leukemia.

## INTRODUCTION

The oncogene ERG belongs to an evolutionary related group of ETS DNA binding proteins and directs gene expression in hematopoietic processes establishing definitive hematopoiesis, maintaining the stem cell pool[1] and promoting megakaryocytic differentiation[2]. Chromosomal aberrations harboring a fusion product of ERG to form FUS/TLS-ERG in acute myeloid leukemia (AML)[3], ERG-EWS in Ewing's sarcoma[4], or TMPRSS2-ERG[5,6] in prostate cancers are predictive of poor prognosis. Likewise, high levels of ERG correlate with a worse outcome in cytogenetically normal AML and acute T-lymphoblastic leukemia (T-ALL)[7,8]. Mouse models overexpressing Erg clearly revealed an oncogenic phenotype, with high Erg causing fetal hematopoietic progenitors to develop leukemia[2]. Similarly, high ERG expressing bone marrow cells transplanted in adult mice produced Notchl mutations and T cell expansion[9]. Recently it was reported that about 30% of transgenic ERG mouse models develop T-ALL[10] whereas the remainder develop myeloid leukemia at five months[11].

Current chemotherapy regimens are insufficient for high-risk acute leukemia patients characterized by high ERG expression. For instance, in AML, the cumulative incidence of relapse in high ERG expressers was 81%, in comparison to only 33% in low ERG expressers at 5-years[7]. Similarly, the overall survival of high ERG expressers in T-ALL at 5 year years is only 26% versus 58% in low ERG expressers[8]. Thus, understanding the ERG gene regulatory networks responsible for treatment failure and involved in drug resistance at the molecular level will aid in understanding the etiology of high ERG expression in acute leukemia.

Due to the high incidence of TMPRSS2-ERG fusion in prostate cancer, recent studies have mainly focused on mapping ERG signaling networks in prostate. These networks comprise a diaspora of functions that show a role for ERG in the regulation of extracellular matrix through the plasminogen activator pathway[12], upregulation of epithelial-to-mesenchymal transition (EMT) genes[13], ERG-mediated regulation of chromatin though binding to the EZH2 promoter, and DNA repair regulation through poly (ADP-ribose) polymerase (PARP) interactions[14]. This composite ERG gene signatures correlates well with the clinical characteristics of prostate cancer, and is thought to contribute to disease progression in prostate cancer[15,16].

While it is unarguable that ERG overexpression is involved in oncogenesis of leukemia and prostate cancers, much less is clear as to how ERG signaling mediates drug resistance. Emerging reports describe EMT in tumor progression as a mechanism for cell proliferative and survival advantages[17]. EMT is defined as an epithelial cell undergoing transformation, acquiring mesenchymal-like features that allow a cell to be motile and able to migrate. This process requires specific changes in gene regulation and is remarkably reversible (termed mesenchyme-to-epithelial, MET) via epigenetic changes[18]. Moreover, the acquisition of mesenchyme-like (derived from MET) properties in both malignant cells and non-epithelial cells has been proposed as a mechanism for drug resistance in solid tumors of the lung, breast, prostate[18] and in chronic myeloid leukemia[17]. Several ETS transcription factors have been implicated in turning on an EMT-like program and, likewise, studies in cancer cells document enhanced cell migration in EMT overexpressing cells[19,20]. Taken together, these studies support the notion that EMT in high ERG expressers may contribute to drug resistance in prostate carcinoma. Herein, we report that in leukemia, ERG overexpression causes molecular characteristics that are strikingly similar to the ERG-associated signaling networks in prostate cancer. ERG overexpression induces a mesenchymal-like state with a highly drug resistant phenotype, pronounced proliferative growth advantage, and promotes double strand breaks (DSBs) formation. Our findings may have important clinical implications for the improvement of current therapies in adult leukemia.

## RESULTS

### ERG induction promotes mesenchymal-like gene expression signature accompanied by repression of DNA remodeling and DNA repair

We previously reported that prolonged ERG overexpression induced leukemia cells to adhere and develop bi-directional protrusions (spindle shaped cells) (Fig. 1A). This morphogenic state was in part attributable to the upreguation of WNT11[21]. However the overall transcriptional program for this morphogenesis had not been characterized (Fig 1A). Herein, we sought to elucidate the morphogenesis program responsible for the spindle shape formation upon ERG induction by determining the global transcription profile of leukemic K562 cells harbouring tet-on inducible ERG expression constructs. 

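The expression of K562 cells, a human erythroleukemia cell line derived from chronic myeloid leukemia, was measured on 6 Affymetrix U133 Plus 2.0 arrays. The arrays covered 3 stably transfected clones, CL4, CL9 and CL46, each grown with 1 µg/ml doxycycline (DOX), which induces ERG, and without it, so that each group held 3 arrays. The methods and the sample labels give 8 days of DOX, and the legend of the array experiment gives 6 days. Because every induced culture and no other culture received DOX, an effect of ERG and an effect of DOX cannot be told apart in these arrays. ERG, the induced gene, had a mean log2 ratio over its 4 probe sets of 0.15 in the array labelled ERG-induced and 1.50 in the array labelled non-induced of CL4. The same pair of values was -0.93 and -0.13 in CL9 and -0.71 and -0.57 in CL46. The log2 difference of ERG was -0.76 (SE 0.63, adjusted p = 0.671), and its single probe sets gave -1.35, -1.93, -0.50 and 0.72. Where these probe sets lie relative to the introduced ERG sequence is not known, so they check no label, and the arrays are named by their labels throughout.
The authors' values are linear ratios made with GeneSpring, in which each probe set was divided by its median over the 6 arrays. Brightness and detection calls are therefore not part of the values, and the scaling of the arrays before that division is not given in the sources used here. The median ratio per array was 0.957, 0.898 and 0.998 in the arrays labelled ERG-induced and 1.01, 0.990 and 1.07 in those labelled non-induced (CL4, CL9 and CL46). The ratios were turned to log2 and averaged over the probe sets of each of 19775 genes, and the groups were compared with limma, two-sided, with Benjamini-Hochberg adjustment. A gene was called higher or lower at the study's thresholds, a fold of 2 or more and an unadjusted p under 0.05, which carry no correction for the number of genes. Errors are the standard error (SE) of the log2 difference over 3 arrays against 3 unless named otherwise, and the small number of arrays limits the precision. As signs of RNA quality, the control probe sets for small-subunit ribosomal RNA were higher in the arrays labelled ERG-induced by 1.21, 0.59 and 0.82 on the log2 scale in CL4, CL9 and CL46, a mean of 0.87 (SD 0.32; exact permutation test, two-sided p = 0.100, the smallest that 3 arrays against 3 allow). The difference between the 3' and 5' control probe sets changed by a mean of 0.22 (SD 0.37) for ACTB, 0.02 (SD 0.04) for GAPDH, -0.76 (SD 3.54) for ISGF3A and -0.17 (SD 0.14) for the ribosomal RNA.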

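At the study's thresholds, 617 genes were higher and 1250 were lower in the arrays labelled ERG-induced, so that 67.0% of the calls were lower. All 3 clones moved in the same direction for 598 of the higher and 1227 of the lower genes. The largest rise was in FCER1G, a signalling chain of Fc receptors of myeloid cells, at 61.0-fold (log2 difference 5.93, SE 0.37, adjusted p = 0.101). It was followed by CETP, a lipid transfer protein of plasma, at 37.3-fold, and by BCL2A1, an inhibitor of apoptosis, at 32.8-fold. BCL2A1 differed by 3.15, 3.23 and 8.72 in CL4, CL9 and CL46, and by 3.19 with CL46 left out. The other large rises included the matrix genes TGFBI and LOXL1, the complement genes C9 and CFP, the cardiac myosin gene MYH6, and TERLR1, SMIM10L2A, KANK3, LINC02372, LOC283038 and LINC01096, of which the last rose 16.5-fold. Of the rises named here, only that of FCER1G rests on 2 probe sets, and each of the others rests on 1.
The largest falls were in DAOA-AS1, 25.8-fold lower, and SPATA1, 18.3-fold lower (log2 difference -4.19, or -3.59 without CL4). LINC00299, NAALADL2, DCAF4L1, LINC01555, C6orf163, RAB6A (a GTPase of the Golgi), LINC01613, BLACAT1, LOC101929645, LINC00189, PDE6C, RSPH4A and PCAT7 followed, the last 10.3-fold lower. Of these, gene NAALADL2 lost its call without CL4 (log2 difference -3.07) or CL9 (-3.38), LINC01555 without CL4 (-2.86) or CL9 (-3.04), and PDE6C without CL4 (-2.66) or CL9 (-3.14). RAB6A lost it without CL4 (-2.43) or CL46 (-3.00), LINC00189 without CL9 (-2.90) or CL46 (-2.63), and LOC101929645 without CL4 (-2.54). Of the falls named here, only that of C6orf163 was measured by 2 probe sets, and each of the others by 1.
After adjustment over all genes, 0 genes passed an adjusted p of 0.05 in limma, where 2544 genes had an unadjusted p under 0.05 and 989 would by chance. The lowest adjusted p was 0.101, against 0.350 with the clone as a block. After quantile normalization across the arrays, 4 genes passed it, FCER1G (adjusted p = 0.0304) and LINC01613, CETP and PRICKLE2 (each adjusted p = 0.0408), of which PRICKLE2 is named after its value was seen. The split of the calls moved with the array scaling, to 749 higher and 999 lower (57.2% lower) with each array centred on its median and to 848 higher and 923 lower (52.1% lower) after quantile normalization. These scalings moved the median of all genes from -0.03 to 0.08 and 0.11. Over the 54613 probe sets tested, 1539 were higher and 4454 lower, and 0 passed an adjusted p of 0.05 (lowest 0.0860), with 7180 at an unadjusted p under 0.05 where 2731 would be by chance. Their split, 74.3% lower, was 1836 higher and 3800 lower (67.4% lower) with each array centred and 2036 higher and 3484 lower (63.1% lower) after quantile normalization.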

When comparing global gene expression of ERG-induced cells versus non-induced cells, 128 genes were differentially over-expressed whereas 1440 were differentially under-expressed (Figure 1B, fold change ≥2; p<0.05). 

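Of 25 integrin genes measured, 3 rose and 2 fell at the study's thresholds in the arrays labelled ERG-induced. ITGA10, a collagen-binding subunit, rose 3.13-fold (log2 difference 1.65, SE 0.29, adjusted p = 0.192). ITGA3, a laminin-binding subunit, rose 6.69-fold, and ITGB3, the subunit that pairs with ITGA2B on platelets, rose 2.34-fold (adjusted p = 0.321). The call of ITGB3 was carried by 2 of its 7 probe sets and was lost without CL9 (log2 difference 1.12) or CL46 (1.33). ITGAV fell by 1.68 and ITGAD fell by 1.70 on the log2 scale. ITGA2B differed by 1.04 (adjusted p = 0.447), with -0.16, 1.29 and 1.99 in CL4, CL9 and CL46, and was not called in the mean over its 4 probe sets. Of these, 3 rose (1.36, 1.27 and 1.38, each above 1 in all 3 clones), and the other gave 0.14 (SE 1.76) with -4.20 in CL4. ITGA2B passed without CL4 (1.64). ITGB5 differed by 1.21 (SE 0.58, adjusted p = 0.458), with 1 of its 4 probe sets higher, and passed after quantile normalization (1.35). The study names 4 of these integrins from these arrays, and of the other 21, 1 rose, 2 fell and the median was 0.05. Adjusted over the list alone, 2 integrins were higher and 1 was lower, against 0 over all genes. The median of the list was 0.11 (camera, limma's test of a gene list against all other genes, adjusted p = 0.352).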

Through Gene Ontology (GO) analyses, the over-expressed genes were significantly enriched for cell adhesion, migration, and motility (Table 1, top), a pattern that highly resembled the adhesive EMT properties and included integrin upregulation. 

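CXCL11, a chemokine induced by interferon, rose 32.6-fold in the arrays labelled ERG-induced (log2 difference 5.03, SE 1.07, adjusted p = 0.209). WNT11, a WNT ligand, rose 15.4-fold (3.95, SE 0.66), SHANK3, a scaffold protein of synapses, 15.1-fold, and SELP, the adhesion receptor P-selectin, 13.5-fold. The log2 difference of SHANK3, 3.92, was 5.03 without CL4 and 3.28 without CL9, that of SELP, 3.76, was 2.93 without CL4, and that of CXCL11 was 5.71 without CL46. TYROBP, an adaptor of myeloid receptors, rose 8.34-fold (3.06, or 2.36 without CL4), and FLT4, a receptor for vascular endothelial growth factors, 4.61-fold. PLAUR, the urokinase receptor, rose 2.14-fold (1.10, SE 0.31, adjusted p = 0.266), and its call was lost without CL9 (1.04) or CL46 (0.93). CD24, a surface glycoprotein, differed by 1.36 (SE 0.87, adjusted p = 0.582), with 1.91, 0.51 and 1.66 in CL4, CL9 and CL46. It passed the study's thresholds only without CL9 (1.78) or with the clone as a block (adjusted p = 0.366). CD44 differed by -0.46, 1.54 and 0.16 in the 3 clones. Of the 3 probe sets of FLT4, 2 rose and the other gave 1.67, and of the 2 probe sets of SHANK3, 1 rose and the other gave 1.93 (SE 1.24).

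**Figure D1:**
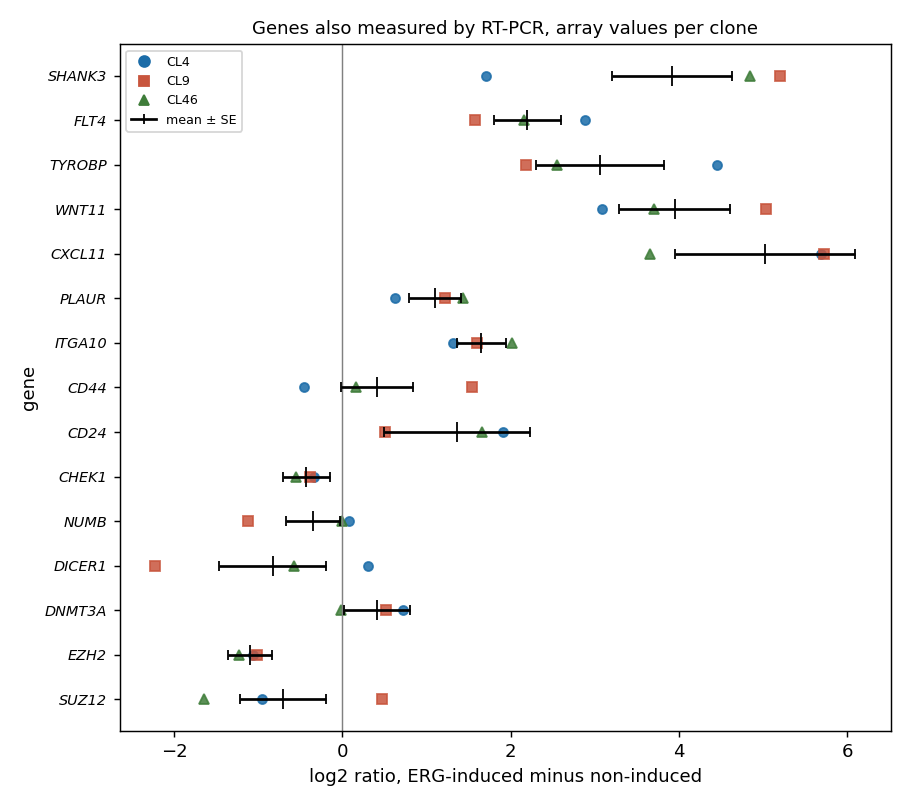
Log2 ratio on the arrays, labelled ERG-induced minus labelled non-induced, of 15 genes that the study also measured by RT-PCR. Symbols show the clones CL4, CL9 and CL46, and the black lines the mean ± SE of the limma fit. SHANK3, FLT4, TYROBP, WNT11, CXCL11, PLAUR, ITGA10 and CD24 lie above 0 in all 3 clones, CHEK1 and EZH2 lie below 0 in all 3, and SUZ12, DICER1, CD44, NUMB and DNMT3A lie on both sides.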

We verified by PCR upregulation of gene products associated with biological adhesion and morphogenesis including: CD24, CD44, ITGA10, PLAUR CXCL11, SELP, TYROBP, FLT4, and SHANK3 (Figure 1C). While the EMT/MET genetic program has yet to be fully understood in cancer, recent studies showed that upregulation of two novel EMT key markers, CD44 and CD24, are necessary for entry into a mesenchymal-like state in highly drug resistant breast HER2 positive carcinoma[25]. 

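CDH1, which encodes E-cadherin of epithelial cell junctions, differed by 0.41 on the log2 scale (SE 0.84, adjusted p = 0.883) between arrays labelled ERG-induced and non-induced. Its difference was 2.43 in CL4, 0.29 in CL9 and -1.50 in CL46, and it was -0.61 with CL4 left out. CDH2, which encodes N-cadherin, differed by 0.32 (SE 0.52, adjusted p = 0.849), with 0.07, 0.04 and 0.85 in CL4, CL9 and CL46. Its 2 probe sets gave 1.84 and -1.19. Neither cadherin gene passed the study's thresholds.
Of 23 mesenchymal markers, 1 rose and 5 fell. S100A4, a calcium-binding protein of motile cells, rose 2.50-fold. The smooth muscle actin gene ACTA2, the transcription factors TWIST2 and ZEB1, the collagen gene COL1A1 and LOX, which cross-links collagen, fell, and ZEB1 and LOX are named after their values were seen. Each of these 5 falls lost its call when a clone was left out. ACTA2 lost it without CL4 (log2 difference -1.39), TWIST2 without CL9 (-1.35) or CL46 (-0.56), ZEB1 without CL9 (-1.10) or CL46 (-1.14), LOX without CL4 (-1.65) or CL46 (-0.66) and COL1A1 without CL4 (-0.85) or CL9 (-1.11). TWIST2 also lost it with the clone as a block (adjusted p = 0.437). ACTA2 differed by 0.84 without the probe sets whose median lay below 1, and 2 of the 5 probe sets of COL1A1 were lower. With each array centred on its median, 1 of the markers was lower, and after quantile normalization 2 were. Without CL4 the fall of ZEB1 was larger (-2.28). VIM, the intermediate filament vimentin, differed by -0.81 and was not called, with 1 of its 2 probe sets lower. The median of the markers was 0.11, their mean was -0.20, and camera ran toward lower (adjusted p = 0.695), with 0 genes adjusted over the list alone. Of 18 epithelial markers, 0 rose and 0 fell, and their median was 0.14 (camera, adjusted p = 0.695). Their members with the smallest p included the keratin gene KRT8 (-0.94, adjusted p = 0.354, and called lower without CL4, at -1.15) and the claudin gene CLDN4 (1.35, adjusted p = 0.430, with 1 of its 2 probe sets higher), and 0 passed when adjusted over the list alone.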

Contrary to typical EMT/MET, the EMT markers E- and N-cadherin were not differentially altered by ERG overexpression, suggesting that the EMT/MET gene signature may be different in leukemia than in breast cancer. 

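NUMB, an adaptor that antagonizes Notch signalling, is represented by 1 probe set. Its log2 difference between arrays labelled ERG-induced and non-induced was -0.35 (SE 0.32, adjusted p = 0.715). The 3 clones gave 0.08 in CL4, -1.12 in CL9 and -0.00 in CL46, and with CL9 left out the difference was 0.04. DICER1, the ribonuclease that matures microRNAs, differed by -0.83 (SE 0.64, adjusted p = 0.644), with 0.30, -2.23 and -0.57 in CL4, CL9 and CL46. Of its 6 probe sets, 3 fell at the study's thresholds (-1.18, -2.08 and -1.88), and the others gave 1.19, -1.27 and 0.21, each with an SE above 1. Neither gene passed the thresholds in the mean over its probe sets.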

NUMB, both a binding target of ERG[26] and reported to be involved in EMT regulation[27], was also under-expressed (Figure 1C). Additional ERG under-expressed genes were enriched for the GO term “DNA homologous recombination and repair” including the CHEK1, ATM, and BRCA1 DNA repair genes (Table 1, bottom). 

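Of 36 genes of homologous recombination, 32 were measured, and 11 of these fell while 0 rose in the arrays labelled ERG-induced. Of the 11 calls, 11 remained without CL4, 7 without CL9 and 6 without CL46. GEN1, a resolvase of recombination intermediates, was 6.80-fold lower (log2 difference -2.77, or -2.10 without CL46), and RMI1, a partner of the BLM helicase, 2.82-fold lower. BRCA1, which directs broken DNA into recombination, was 2.63-fold lower (log2 difference -1.40, SE 0.30, adjusted p = 0.211). RAD50, of the complex that binds broken ends, was 2.84-fold lower, and its call was lost without CL46 (log2 difference -1.57). The checkpoint kinase ATR also fell. ATM, the kinase that senses double strand breaks, differed by -0.78 (adjusted p = 0.487) and the checkpoint kinase CHEK1 by -0.43 (adjusted p = 0.592), and neither was called. The study names 5 of the 32 genes from these arrays, and of the other 27, 8 fell and the median was -0.70. The median of the list was -0.77, or -0.74 relative to the median of all genes. The list passed camera (adjusted p = 9.7e-05, but adjusted p = 0.481 with an estimated correlation), and 11 genes passed when adjusted over the list alone, against 0 over all genes. With each array centred on its median 10 members were lower, and after quantile normalization 7 were. The control probe sets for ribosomal RNA were higher by 0.87 in the arrays labelled ERG-induced, while this list was lower. By clone they rose by 1.21, 0.59 and 0.82 in CL4, CL9 and CL46, where the list had medians of -0.48, -0.99 and -0.73. The smallest rise of the control thus stood with the largest fall of the list. Whether RNA quality bears on this list was not tested.

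**Figure D2:**
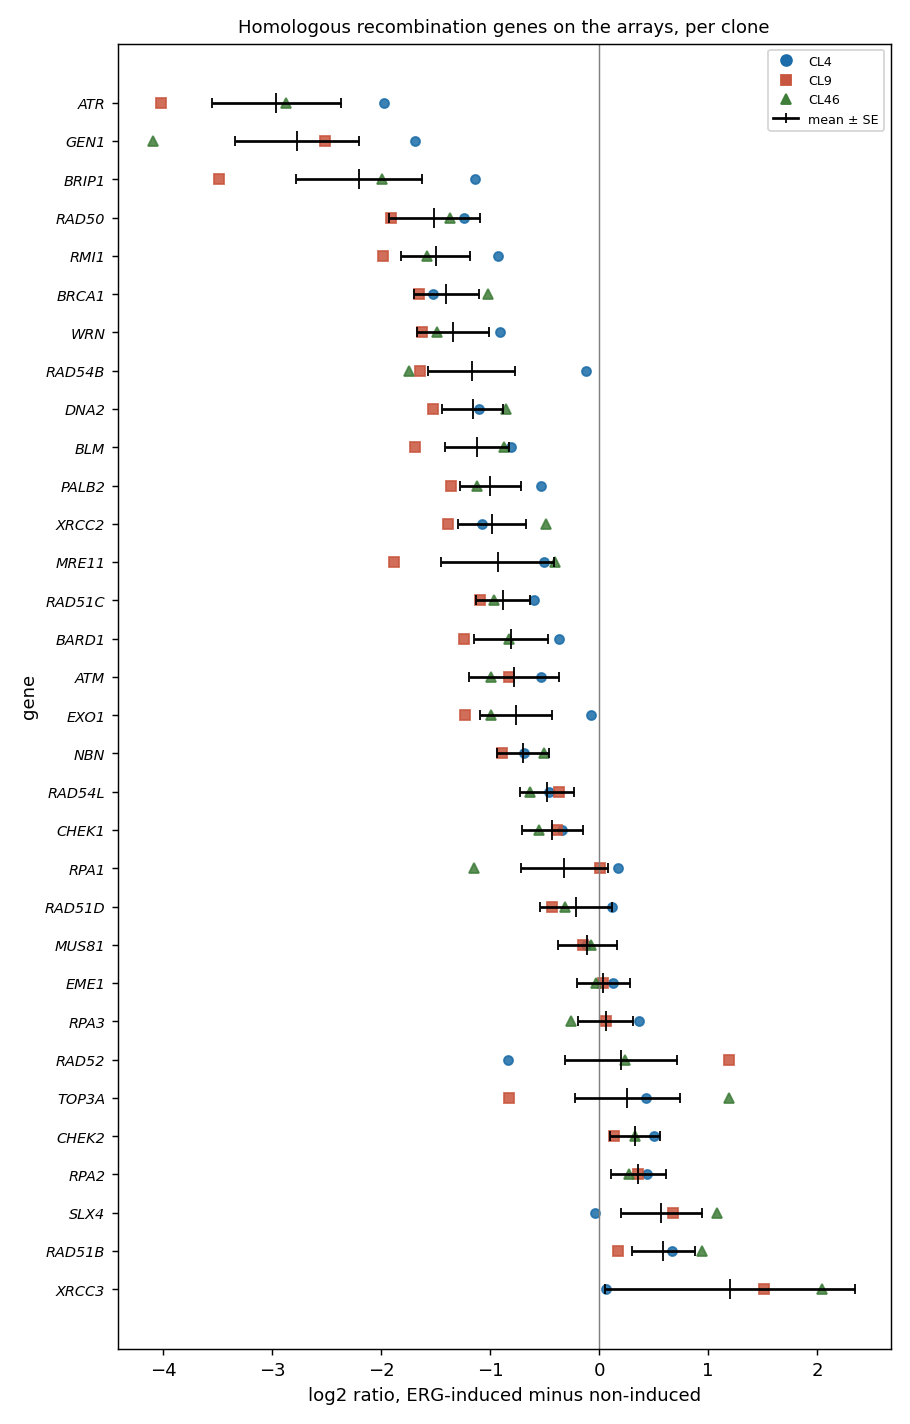
Log2 ratio, labelled ERG-induced minus labelled non-induced, of the 32 genes of homologous recombination measured, ordered from the lowest mean to the highest. Symbols show the clones CL4, CL9 and CL46, and the black lines the mean ± SE of the limma fit. ATR stands lowest, BRCA1 lies at -1.40, and the members without a call lie on both sides of 0.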

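EZH2, the methyltransferase of polycomb repressive complex 2, fell 2.14-fold in the arrays labelled ERG-induced (log2 difference -1.10, SE 0.26, adjusted p = 0.230). Its difference was -1.06, -1.01 and -1.23 in CL4, CL9 and CL46. With each array centred on its median it was -0.99, and after quantile normalization -0.93, both short of the fold threshold. SUZ12, a core subunit of the same complex, differed by -0.71 (SE 0.51, adjusted p = 0.621), with -0.96, 0.47 and -1.65 in the 3 clones, and it passed only without CL9 (-1.30). Of its 3 probe sets, 1 fell (-1.40, with -0.99, -1.79 and -1.43 in the clones), and the others gave -0.37 each, 1 of them with an SE of 1.66 and 3.65 in CL9. DNMT3A, a DNA methyltransferase, differed by 0.41 (SE 0.39, adjusted p = 0.721), with 0.72, 0.52 and -0.02 in the clones.
Of 18 genes of the polycomb complex and of DNA methylation, 4 fell and 0 rose: EZH2, the DNA demethylases TET1 (-1.35) and TET2 (-1.50), and MTF2 (-1.28), a polycomb subunit. TET1 lost its call without CL9 (-1.13) or CL46 (-1.19), MTF2 without CL9 (-0.93) or CL46 (-1.28), and TET2 without CL46 (-0.97). The study names 3 of these genes from these arrays, and of the other 15, 3 fell. With 0 genes adjusted over the list alone and a median of -0.17, this list did not pass camera (adjusted p = 0.237). Of 30 genes of ATP-dependent chromatin remodelling complexes, 9 fell and 0 rose, and of these calls 8 remained without CL4, 6 without CL9 and 3 without CL46. BAZ2B was 3.61-fold lower, ATRX, a remodeller at repeated DNA, 3.80-fold, BPTF, of the NURF complex, 2.43-fold, and CHD1 2.81-fold, which lost its call without CL46 (-1.51). The list passed camera with a median of -0.54 (adjusted p = 1.3e-04, but adjusted p = 0.481 with an estimated correlation). Adjusted over the list alone, 7 genes were lower, against 0 over all genes. The ribosomal RNA control probe sets were higher by 0.87 while this list was lower. Their smallest rise, 0.59 in CL9, stood with the lowest median of the list, -1.07, and whether RNA quality bears on it was not tested.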

DNA chromatin remodeling proteins, such as EZH2, SUZ12, and DNMT3a, were also under-expressed (Figure 1C), as observed in prostate cancer studies[14,28]. Hence, repression of DNA repair and DNA chromatin remodeling genes may provide a link to the molecular mechanisms through which ERG overexpressing cells induce a mesenchymal-like state.

**Figure 1:**
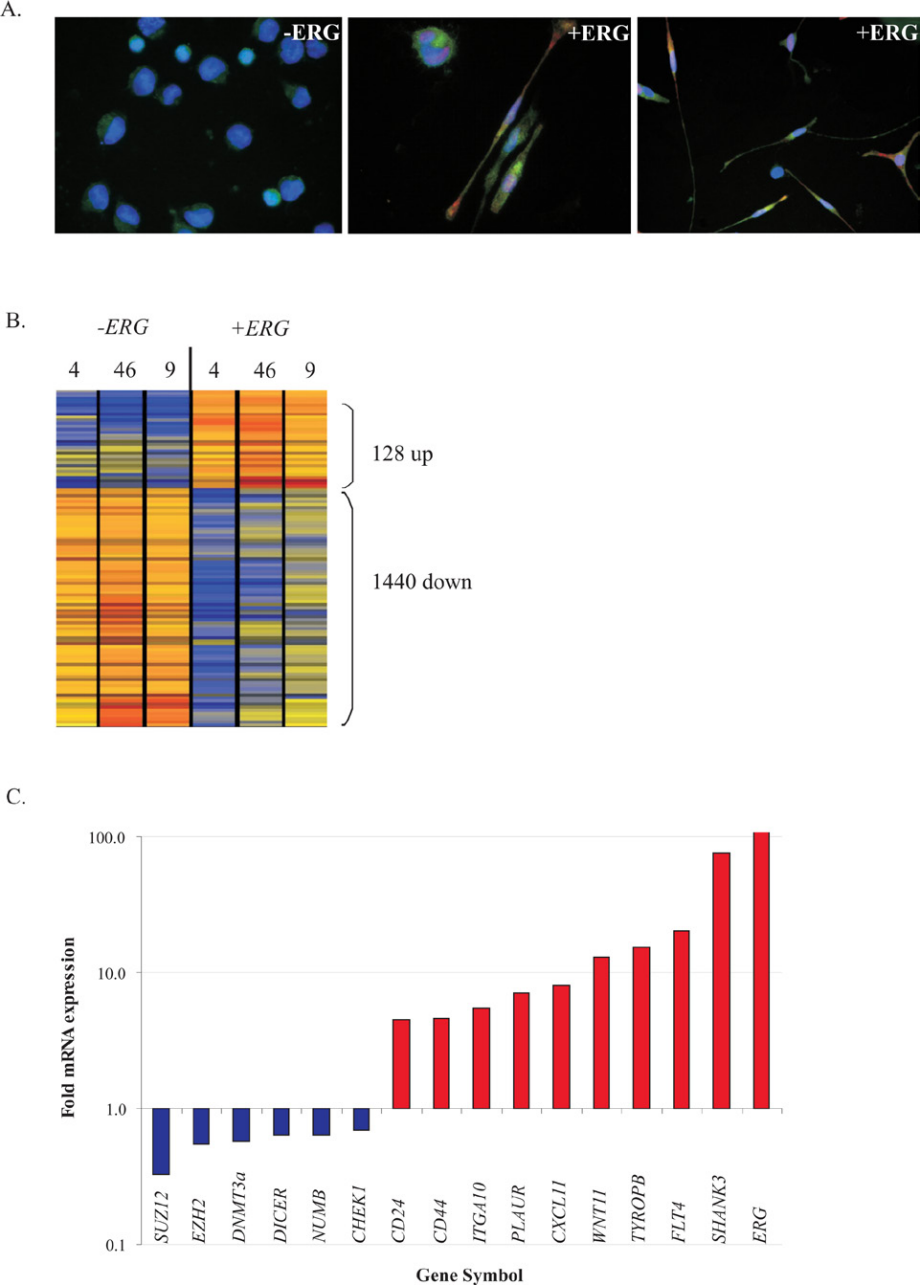
ERG overexpression induces a mesenchymal-like signature accompanied by repression of DNA homologous recombination repair gene expression A) Fluorescence imaging of ERG-induced cells (+ ERG, DsRed fluorescence) developing spindle shape formation following DOX stimulation for 96 hours. Rabbit anti-WNT11 antibody (1:100) coupled with goat anti-rabbit IgG-FITC (1:100) was used for colocalization with DsRed positive (+ERG). DAPI (1:100) was used to stain the nuclei. Non-induced (−ERG, left) maintain the native round morphology with basal levels of WNT11 on the cell surface. WNT11, a direct target of ERG, localizes to the nuclei and along the spindle branches (center, 400X magnifications and right, 200X magnification). B) Heat map displaying the ERG gene signature derived from three stable transfected K562 pTRE-ERG clones (CL4, CL46 and CL9, referred to as 4, 46 and 9) induced with DOX for 6 days. Red to orange hues, strong expression; blue to yellow hues, low expression of induced cells relative to non-induced cells. A 2-fold cut off was used to determine the significance of over-expressed (128) and under-expressed genes (1440). C) RT PCR validation of novel ERG transcriptional targets from Figure 1B related to kinase, DNA modification, or adhesion. Fold mRNA expression (y-axis) of each gene reports the ratio between induced and non-induced ERG mRNA expression. RT PCR was conducted in duplicate and bar graphs represent the data for the CL9 K562 pTRE-ERG clone.

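Each clone was compared by its own pair of arrays, labelled ERG-induced minus labelled non-induced. A difference of 2-fold or more was seen for 2895 genes higher and 3357 lower in CL4, for 3313 and 4049 in CL9, and for 2882 and 3600 in CL46. Megakaryocyte genes had a median log2 difference of 0.53, 0.65 and 1.04 in CL4, CL9 and CL46, and genes of monocytes and granulocytes 1.17, 0.72 and 0.74. Endothelial genes had medians of 0.00, 0.52 and 0.90. Genes of homologous recombination had medians below 0 in each clone, -0.48, -0.99 and -0.73, as did genes of chromatin remodelling complexes, -0.52, -1.07 and -0.39. The control for ribosomal RNA, with its mean of 0.87, was higher in each clone as well. Across genes, the differences of the clones correlated with r = 0.12 (CL4 and CL9), 0.11 (CL4 and CL46) and 0.14 (CL9 and CL46). These are correlations across genes, which are not independent replicates, and no test was made within a clone, which has 1 array per condition. The median over all genes was -0.04, -0.06 and -0.04, with an SD across genes of 1.34, 1.44 and 1.35.
Of 31 gene lists, 10 passed camera. With the clone as a block 9 passed, the ribosomal proteins being lost (adjusted p = 0.0536), and with an estimated correlation 0 passed. Ribosomal proteins also did not pass without CL4 (adjusted p = 0.306), CL9 (0.0906) or CL46 (0.152). Of the 31 genes that the paper names as over-expressed, 23 rose and 0 fell, with a median log2 difference of 1.65, and of these calls 20, 17 and 17 remained without CL4, CL9 and CL46. Among them, GP1BA, a platelet receptor subunit for von Willebrand factor, rose 5.19-fold, and LST1, a gene of leukocytes, rose 7.89-fold. CXCL1, a chemokine that attracts neutrophils, rose 5.08-fold and lost its call without CL4 (log2 difference 2.72) or CL9 (1.43). TIMP3, an inhibitor of matrix metalloproteinases, rose 2.65-fold and lost its call without CL9 (1.29). PTGS1, a cyclooxygenase, differed by 0.84 and was not called, with 1 of its 4 probe sets higher, and passed only after quantile normalization (1.06). The list passed camera (adjusted p = 1.4e-20, but adjusted p = 0.114 with an estimated correlation), and 23 of its genes passed when adjusted over the list alone, against 0 over all genes. The study chose these genes on these arrays, so the list is no independent evidence of its direction.
Of the 10 genes that the paper names as under-expressed, ATR, BRCA1, EZH2 and RAD50 fell (RAD50 not without CL46) and 0 rose, with a median of -0.81. That list passed camera (adjusted p = 0.00118, but adjusted p = 0.343 with an estimated correlation), with 4 genes adjusted over the list alone. It was chosen by the study on these arrays and is no independent evidence of its direction.
From the repression of DNA repair and chromatin genes in the arrays, the paper proposes a link to the mesenchymal-like state of the induced cells.

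**Figure D3:**
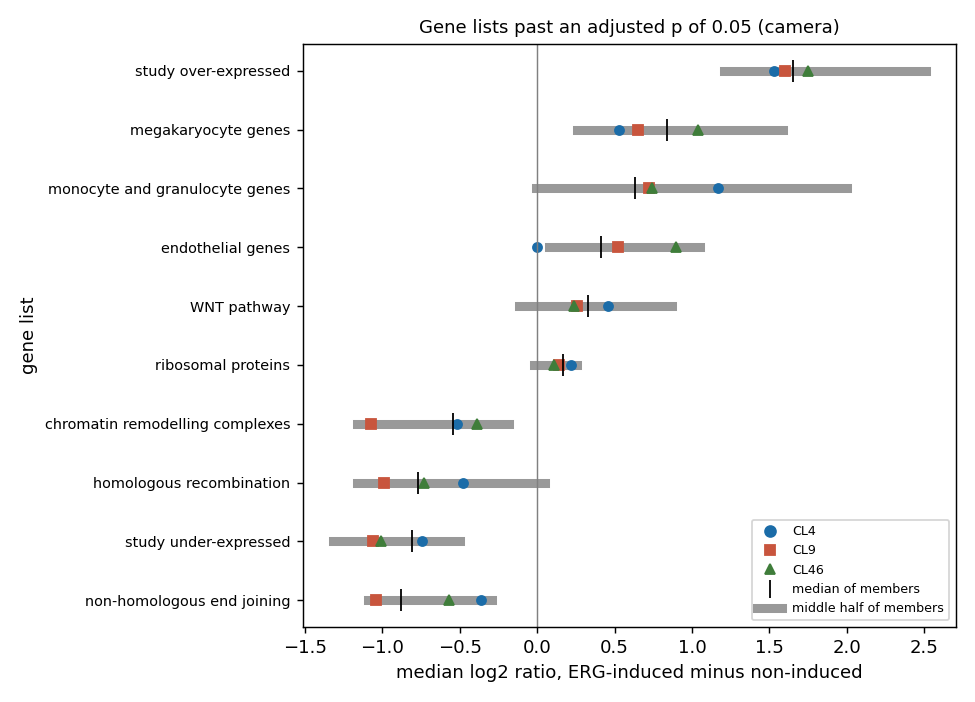
Median log2 ratio, labelled ERG-induced minus labelled non-induced, of the 10 gene lists that passed camera at its preset correlation. Symbols show the median in CL4, CL9 and CL46, the black line the median over the members, and the grey bar the middle 50% of the members. The megakaryocyte median is 0.84 and that of homologous recombination -0.77, and the lists named for the study were chosen on these arrays.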

Table 1ERG over expression results in a mesenchymal-like signature accompanied by dowreguation of DNA repairSignificantly over-expressed and under-expressed genes were uploaded and analyzed with DAVID Bioinformatics. Listed below are genes that signficantly cluster to the respective gene ontology functions. P-Value is included for significance.

**Table:** 

GOTERM (Over-expressed)	Count	P-Value	Gene Symbol
integrin-mediated signaling pathway	4	2.58E-03	*ITGA10, ITGB5, ITGB3, ITGA2B, FLT4*
Chemotaxis	5	3.52E-03	*CXCL1, SEMA3F, CXCL11, PLAUR, CMTM5*
response to wounding	8	4.40E-03	*CXCL1, AIF1, CLU, GP1BA, ITGB3, CXCL11, TIMP3, PLAUR*
cell-matrix adhesion	4	5.09E-03	*ITGA10, ITGB5, ITGB3, ITGA2B*
cell-substrate adhesion	4	6.65E-03	*ITGA10, ITGB5, ITGB3, ITGA2B*
immune response	8	1.74E-02	*CXCL1, LST1, CD300A, CLU, FCER1G, MYO1F, CXCL11, ARHGD1B*
cell adhesion	8	1.87E-02	*CD300A, PECAM1, GPR56, LTGA10, LTGB5, GP1BA, LTGB3, LTGA2B*
locomotory behavior	5	2.22E-02	*CXCL1, SEMA3F, CXCL11, PLAUR, CMTM5*
response to organic nitrogen	3	2.53E-02	*ALDOC, PTGS1, TLMP3*
regeneration	3	2.99E-02	*ALDOC, TIMP3, PLAUR*
wound healing	4	3.88E-02	*GP1BA, ITGB3, TLMP3, PLAUR*
leukocyte mediated immunity	3	4.47E-02	*CLU, FCER1G, MYOIF*

**Table:** 

BIOCARTA (Under-expressed)	Count	P-Value	Gene Symbol
Role of BRCA1, BRCA2 and ATR in Cancer	5	3.23E-02	*LOC651610, LOC648152, LOC651921, CHEK1, ATR, ATM, RAD50, BRCA1*

We then used Oncomine, a microarray cancer database, to assess whether ERG-induced gene signature generated from the K562 pTRE-ERG leukemia cell line was disease-relevant. 128 over-expressed genes were uploaded to Oncomine platform. ERG-induced gene signature positively correlated with three invasive and metastatic cancer mRNA expression dataseis: 1) Grasso dataset prostate tissues habouring ERG rearrangement versus no ERG rearrangement[29], 2) Grasso dataset of prostate carcinoma tissues versus normal prostate gland[29] and 3) Stickeler dataset of invasive breast cancer patients treated with a standard regimen of chemotherapy assessing post-chemotherapy versus pretreatment changes[30] (Supplement Figure 1A–D and Supplement Table 1). Of note, in the latter dataset, 17 of 25 patients with invasive breast cancer did not result in complete remission indicating that the analysis of transcriptionally deregulated genes could aid in predicting the clinical response to cancer treatment. Recent studies in a prostate cell line over-expressing ERG also concur with our results, i.e. they exhibit highly enriched cell adhesion and cell migration GO terms[31] and promote EMT gene expression[32], thus providing further support for an ERG-driven mesenchymal-like state in leukemia. Taken together, the positive correlation of ERG-induced mesenchymal-like gene signature in leukemia with solid tumor prostate cancer tissues demonstrate that an ERG-specific gene signature is induced, which is independent of disease origin, and may provide sensitive molecular targets of prognostic value, thereby aiding in predicting the outcome or response to therapy.

### ERG overexpression results in a profound apoptotic resistance

Recently, we reported that ERG overexpression conferred resistance to the multi-kinase inhibitors TKI258 and sorafinib[26]. A panel of 15 drugs was selected to further explore the ERG-driven drug resistance. From our own studies in leukemia cells and previous reports in prostate cancer genes, we selected the ERG-targeted networks to include: WNT signaling[21], AKT/PI3K signalling[26,33], ERK[34], DNA repair[35], and DNA chromatin remodeling (Table 2)[36]. ERG-induced drug resistance was determined by three criteria: 1) the significant difference in apoptotic induction in non-induced cells in comparison with ERG-induced cells, 2) the maintenance or expansion of ERG-induced cells (DsRed positive and absence of apoptosis), 3) by the persistence of spindle shape cells upon drug treatment (Table 2). Under those conditions, ERG-induced cells were considered resistant to the following agents: LY294002, rapamycin, quercetin, PKC412, cytarabine (Ara-C), ICG-001, and TKI258 as previously determined[26] (Figure 2A, upper panel). Remarkably, ERG-induced cells were not only resilient to apoptosis when treated with Ara-C, LY294002, or PKC412 but also displayed sustained DsRed population upon Ara-C treatment and expansion of the DsRed population upon PKC412 or LY294002 treatment (Figure 2A, lower panel). Moreover, treatment with AKT inhibitor, LY294002, or PKC inhibitor, PKC412 enhanced spindle shape formation (Table 2). Conversely, ERG-induced cells were sensitive to daunorubicin, dasatinib, nilotinib, and 5-azacytidine as assessed from the diminishing DsRed positive population, and increasing Annexin V-FITC population. The extent of cell death upon PD325901 treatment between ERG-induced and non-induced cells did not differ; however given that the DsRed positive population was depleted, ERG-induced cells were considered sensitive to PD325901. Drugs that did affect apoptosis in both ERG-induced and non-induced cells were 3-deazaneplanocin A and olaparib (AZD2281). The lack of 3-deazaneplanocin A (EZH2 inhibitor)[36] and AZD2281 (PARP inhibitor)[37] effectiveness in ERG-induced cells may be due to repression of the drug targets EZH2 and CHEK1. We conclude that ERG-induced cells are resistant to Ara-C, WNT inhibitors, drugs targeting the protein kinase C pathway (PKC412) and downstream effectors: i.e. the PI3K inhibitors LY294002 and rapamycin. Thus, PKC kinase inhibitors, WNT inhibitors and Ara-C are predicted not to be effective in clearing ERG overexpressing cells in leukemia. By contrast, nilotinib is expected to reverse drug resistance, by selectively enhancing apoptosis most potently in cell model system overexpressing ERG.

**Figure 2:**
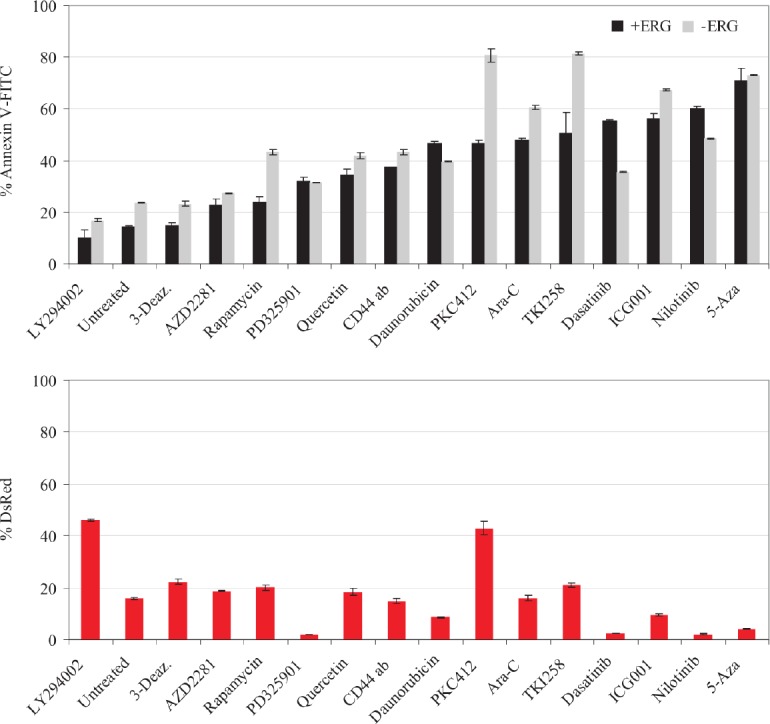
Drugs testing various branches of ERG targeted pathways elicit ERG-mediated drug resistance, which is enhanced by the presence of HS-5 and AML MSCs A panel of 15 drugs (Table 2) was surveyed to determine the extent of ERG dependent drug resistance. ERG-induced and non-induced cells were treated with 15 drug candidates aimed at inducing apoptosis and traced by Annexin V-FITC. Values plotted are the total Annexin V-FITC positive cell population of ERG-induced (+ERG, black bars) and non-induced cells (−ERG, grey bars). Upper plot, ranking by ERG resistance to apoptosis; lower plot, ERG-induced cells (non-apoptotic) were tracked by DsRed fluorescence (+ERG, red bars). Representative results for the CL9 clone are plotted. The error bars denote the standard deviation

**Table 2:** ERG transcriptional pathways are targeted with specific compounds to determine the resiliency of ERG dependent spindle shape formation

**Compound**	**Category**	**Mode of Action**	**Spindle Shape Formation**
Cytarabine (Ara-C)	DNA modulation	incorporation into DNA, inhibition of DNA polymerase	++
Daunorubicin		interacts with DNA by interchalation	−
Olaparib (AZD2281)		inhibiotor of PARP	−
3-deazaneplauocin		inhibitor of EZH2	−
5-Aza-deoxcytidine (5-Aza)		inhibitor of DNA methylation	++
TKI258*	kinase inhibitors	inhibitor of FLT3, c-KIT, FGFR, VEGFR1/2/3, PDGFRß and CSF-1R	+
Nilotinib		inhibitor of BCR-ABL tyrosine kinase	−
Dasatinib		inhibitor of BCR-ABL and SRC tyrosine kinase	−
PKC412		inhibitor of FLT3, PKC, PDGFR VEGFR2	+++
PD325901	ERK inhibitor	inhibitor of ERK	+
Rapamycin	AKT modulation	complexes with FKBP12, indirect inhibitor of mTOR	++
LY294002		inhibitor of PI-3 kinase	+++
6-bromoindirub in-3′-oxime*	WNT modulation	inhibitor of GSK-3b, activation of WNT pathway	−
Quercetin		inhibition of WNT pathway	+
XAV939		inhibition of WNT pathway	++
ICG001		inhibition of WNT pathway	++
CD44	blocking antibody	blocks cell to cell interactions	−

+ indicates <5 adhesive cells/field, ++ indicates <20 adhesive cells/field, +++ indicates >20 adhesive cells/field

− no spindle shape observed

* previous study (Mochmann, et al., 2010 and Bock, et al., 2012)

### ERG overexpressing cells cultured on primary AML-derived stroma have a proliferative growth advantage

Given the survival properties of ERG overexpression, we examined the proliferative properties of ERG-induced cells. CFSE labeled ERG-induced cells displayed a 2-fold proliferative advantage over non-induced cells at 72-hours (Figure 2B). Proliferative growth was further enhanced by PKC412 treatment in ERG-induced cells over non-induced cells, and treatment with Ara-C resulted in minimal advantage over the non-induced group. To further monitor this proliferative advantage, co-cultured ERG-induced cells were harvested in direct contact with the HS-5 stromal layer. Also in this case, ERG-induced cells manifested a 2-fold greater rate of proliferation than cells cultured without stroma (Figure 2B). We further tested the proliferative effect of the direct contact of stroma mesenchymal cells with ERG-induced cells from three AML donors, which confirmed a similar rapid decay rate of CFSE, as observed with the HS-5 co-culture. These results demonstrate a synergistic interaction between ERG overexpressing cells and the contacting HS-5 stroma, or primary AML MSC.

We also investigated ERG-overexpressing cells treated with PKC412, to test the effect of drug resistance in the presence of HS-5 and AML MSCs. Untreated ERG DsRed positive cells were expanded in the presence of HS-5 (10%) but not in the presence of AML MSCs. However, ERG-induced cells (DsRed positive) treated with PKC412 expanded by 40% in co-culture with HS-5 and 20% with AML MSCs (Figure 2C). Thus, ERG-dependent resistance to apoptotic induction was enhanced via stroma protection through cell-to-cell contacts upon PKC412 treatment, in comparison with 80% apoptotic induction in non-induced cells.

### Blocking CD44 by antibody binding inhibits ERG-induced spindle shape morphology

Due to the enhanced survival of ERG-induced cells, we sought to identify potential adhesion molecules induced by ERG overexpression that would regulate cell-to-cell contacts. A key regulator of mesenchymal-like properties is CD44, a major adhesion molecule for homing, cell migration, and signal transduction[18]. Deregulated CD44 contributes to leukemogenesis, and blocking CD44-mediated adhesion by complexing antibodies to aid in the detachment of leukemia cells from the bone marrow niche has been proposed as a targeted therapy in leukemia[38]. CD44 was significantly over-expressed (2-fold) in the ERG-induced clones. Therefore, we tested a CD44 blocking antibody in culture with ERG-induced and non-induced cells (Figure 3A and 3B). 

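CD44, the hyaluronan receptor, is represented by 13 probe sets, of which 0 passed the study's thresholds. In the mean over its probe sets it was 1.33-fold higher in the arrays labelled ERG-induced (log2 difference 0.41, SE 0.43, adjusted p = 0.741) and was not called. The fold was 1.80 without CL4 and 1.45 without CL46, and without CL9 the log2 difference was -0.15. Of the 13 probe sets, 10 lay above 0, and those with the smallest p gave 0.92 (SE 0.37) and 0.95 (SE 0.43), each above 0 in all 3 clones.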

Addition of a CD44 blocking antibody completely abrogated the spindle shape formation in ERG-induced cells, whereas IgG alone did not elicit any morphological changes. ERG-induced cells were then treated with PKC412 to enhance spindle shape formation. In this case, antibody blocking of CD44 inhibited spindle shape formation and reduced cell adhesion by 75%, whereas IgG antibody had no effect. Thus, ERG-induced spindle shape formation is mediated by CD44. We also measured apoptosis to determine the effect of CD44 block on ERG-induced cells. Only marginal changes in apoptosis (Figure 2A) were observed, affirming that CD44's main function is to aid cell-to-cell adhesion of in ERG-induced cells. Thus, disruption of ERG-mediated adhesion via a CD44 block may be of therapeutic significance in combination with current treatment protocols.

**Figure 3:**
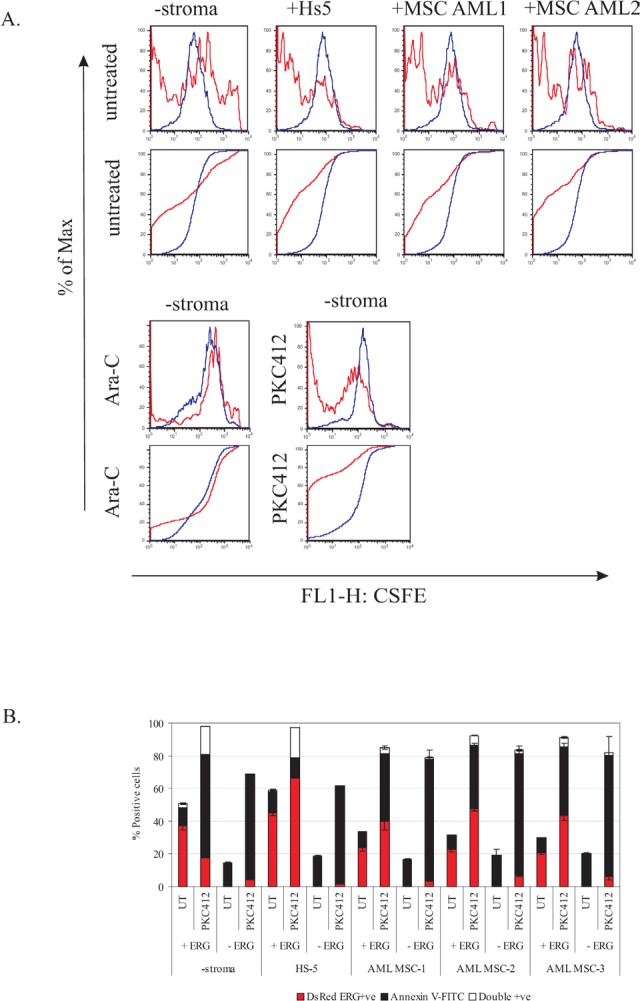
ERG-mediated drug resistance is enhanced by the presence of HS-5 and AML MSCs A) Histograms displaying the decay of CFSE dye as a function of cell division (proliferation) of ERG-induced (+ERG, DsRed positive and CFSE) and non-induced (-ERG, DsRed negative and CFSE) cells. Co-culture in the presence of HS-5 stroma or primary AML-derived MSCs was for 96 hours. Plotted below each histogram is the cumulative distribution function (CDF) plot (black) or the fluorescence distribution (red) for visualization of CFSE decay rates of +ERG versus -ERG cells in the presence of HS-5, AML MSCs, or treatment with Ara-C or PKC412. B) ERG-inducible (+ERG) and non-inducible (−ERG) cells were treated with PKC412 (72 hours) in the presence of either HS-5 stroma or 3 primary AML MSCs. Apoptosis in response to PKC412 was measured with Annexin-V-FITC. ERG-induced cells were traced by DsRed (red bars); ERG-induced apoptotic cells were double positive (DsRed and Annexin V-FITC; white bars), whereas non-induced apoptotic cells were only positive for Annexin V-FITC (black bars). UT, untreated cells processed in parallel. The drug screen, CFSE, and stroma co-culture experiments were conducted in duplicates for both stably transfected K562 pTRE-ERG CL9 and CL46 clones. Representative results for the CL9 clone are plotted in A) and B). The error bars denote the standard deviation.

### Overexpression of ERG involves ERK 1/2 phosphorylation

Current evidence supports the notion that, in cancer. MET (as opposed to EMT) is turned on in malignant cells to promote cell proliferation, migration, and evasion from apoptosis[18]. Genome-wide studies demonstrated that ERG activates the RAS/ERK pathway in a transgenic ERG leukemic model[ll], and regulates cell migration in prostate cells[34]. Therefore, we sought to determine if ERG overexpression affected the phosphorylation levels of ERK1/2. Potent ERG overexpression induced higher pan ERK levels compared to non-induced cells, and the effect was enhanced with PKC412 and Ara-C treatment (Figure 4). Endogenous levels of phosphorylated ERK1/2 in ERG-induced cells were also elevated (including with Ara-C treatment), whereas no differences were observed in cells treated with PKC412. The lack of phosphorylation changes in ERK1/2 in cells treated with PKC412 suggests that other residues may be phosphorylated to enhance ERK signal transduction in ERG-induced cells. The upregulated levels of pan and phosphorylated ERK1/2 in ERG-induced cells indicate that signaling is upstream leading to adhesion and resistance to PKC412 and Ara-C treatment.

**Figure 4:**
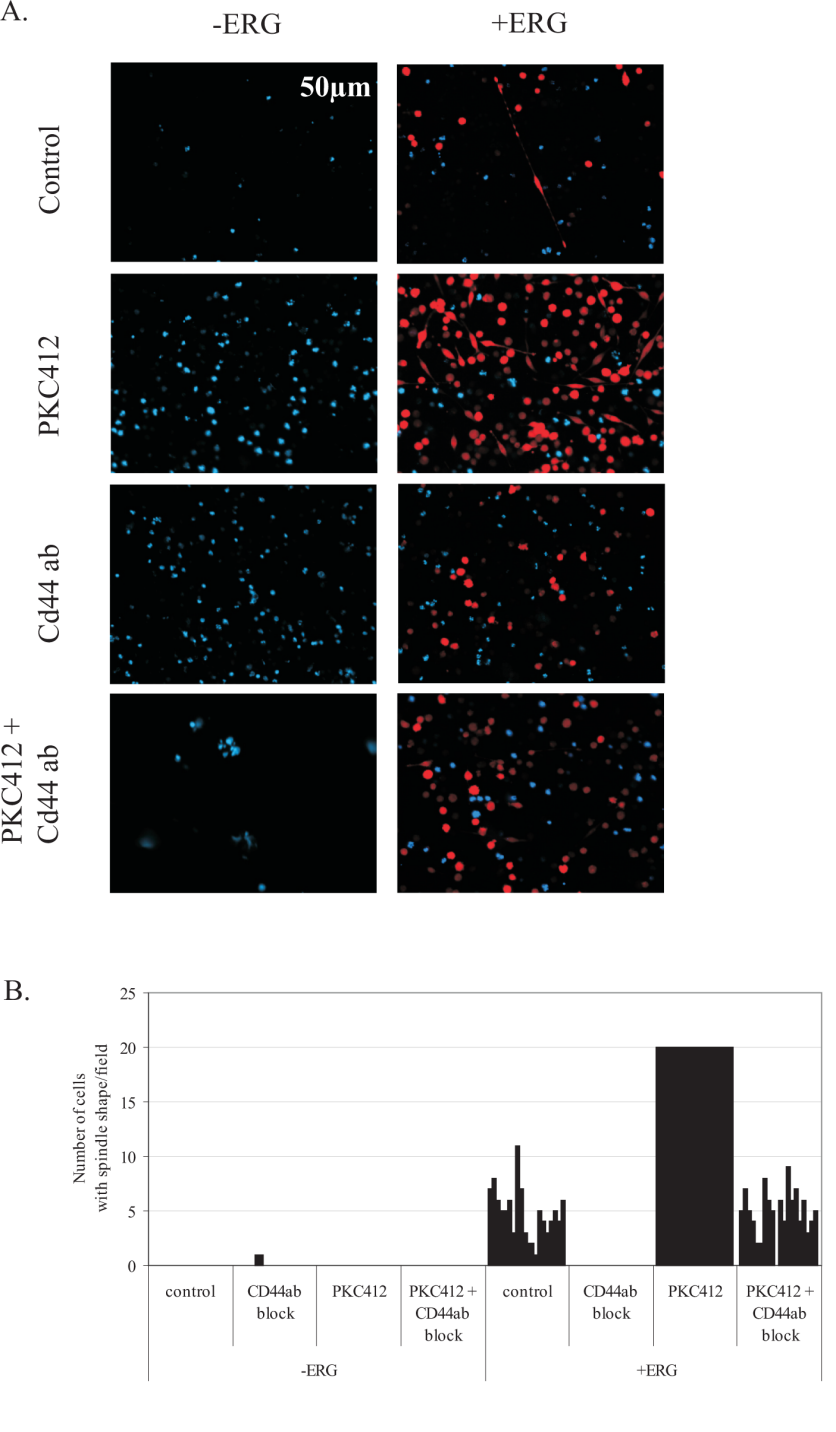
Spindle shape formation induced by ERG overexpression is inhibited by a CD44 blocking antibody A) Representative fluorescence images data of K562 leukemia ERG-induced (+ERG) and non-induced (−ERG) cells after treatment for 72 hours with PKC412, blocking anti-CD44 (1:500 dilution) antibody alone, or the combined PKC412 and anti-CD44 (1:500 dilution) antibody. ERG-induced cells express DsRed and their nuclei were stained with DAPI. B) Graph of cells (counts) developing spindle shape formation for ERG-induced (+ERG) and non-induced cells (−ERG). ERG-induced and non-induced cells were treated with PKC412 to promote ERG dependent spindle-shape formation. The combination of ERG induction and PKC412 treatment induced potent spindle shaped cells in numbers greater than 20/field, which exceeds the error probability of an accurate cell count number. Thus, an upper limit of 20 spindle shaped cells/field was set. The graph represents the results of one of two experiments.

### Overexpression of ERG generates genomic instability

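Of 22 genes of the BRCA1 and ATR pathway of Table 1, as listed from general knowledge, 16 were measured, and 4 of them fell while 0 rose in the arrays labelled ERG-induced. These were ATR, BRCA1, RAD50 and RAD17, a checkpoint clamp loader that is named after its value was seen (log2 difference -1.10, adjusted p = 0.337). RAD17 lost its call without CL4 (-1.32), CL9 (-0.81) or CL46 (-1.18). RAD50 lost its call without CL46 (-1.57), so that 2 of the 4 calls remained there. With each array centred on its median and after quantile normalization, 3 members were lower, and RAD17 was not among them. NBN, the partner of RAD50, differed by -0.70 (adjusted p = 0.330) and was not called. Adjusted over the list alone 2 genes were lower, against 0 over all genes. The study names 5 of the 16 genes from these arrays, and of the other 11, 1 fell and the median was 0.13. The median of the list was -0.36 (camera, adjusted p = 0.199).
Of 25 genes of base excision and mismatch repair, 21 were measured, 1 fell and 0 rose. This was MLH3, a mismatch repair protein that also acts in meiosis, 2.24-fold lower (log2 difference -1.17, adjusted p = 0.338). Its call was lost after quantile normalization (-0.98) and without CL9 (-1.29) or CL46 (-0.79). With 0 genes adjusted over the list alone, this list had a median of 0.08 and a mean of -0.05, and camera ran toward higher (adjusted p = 0.700).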

Due to the severe downregulation of DNA repair gene expression in ERG overexpressing cells (Table 1) and in prostate cancer studies[14], we examined ERG overexpressing cells for the presence of DSBs by performing a neutral comet assay[24], with and without Ara-C or PKC412 treatments. The percentage of DNA in the comet tail reflects the number of DSBs. Non-induced cells displayed, on average, 30% tail DNA, whereas ERG-induced cells harbored a significant greater amount (45–50%) (Figure 5). Treatment of non-induced cells with Ara-C or PKC412 increased the percent tail DNA, as expected, to 50% compared to untreated controls. However, ERG-induced cells treated with the cytotoxic drugs showed a significant reduction of DSBs (10% tail DNA with Ara-C and 30% with PKC412). We attribute the reduction of % tail DNA in ERG-induced cells treated with PKC412 to the activation of alternate DNA repair mechanisms, such as non-homologous end-joining, possibly to sustain high DNA replication rates (proliferative growth). Taken together, our data indicate that upon ERG induction, the oncogene generates increased DNA damage (DSBs) and that the effect may be reversed by treatment with Ara-C and PKC412. These observations complement the observed expansion of DsRed in ERG-induced cells and the enhanced proliferative rate in the presence of PKC412 (Figure 2A and B). Hence, aberrant DNA repair may contribute to the multifactorial drug-mediated resistance in high ERG expressers in leukemia.

**Figure 5:**
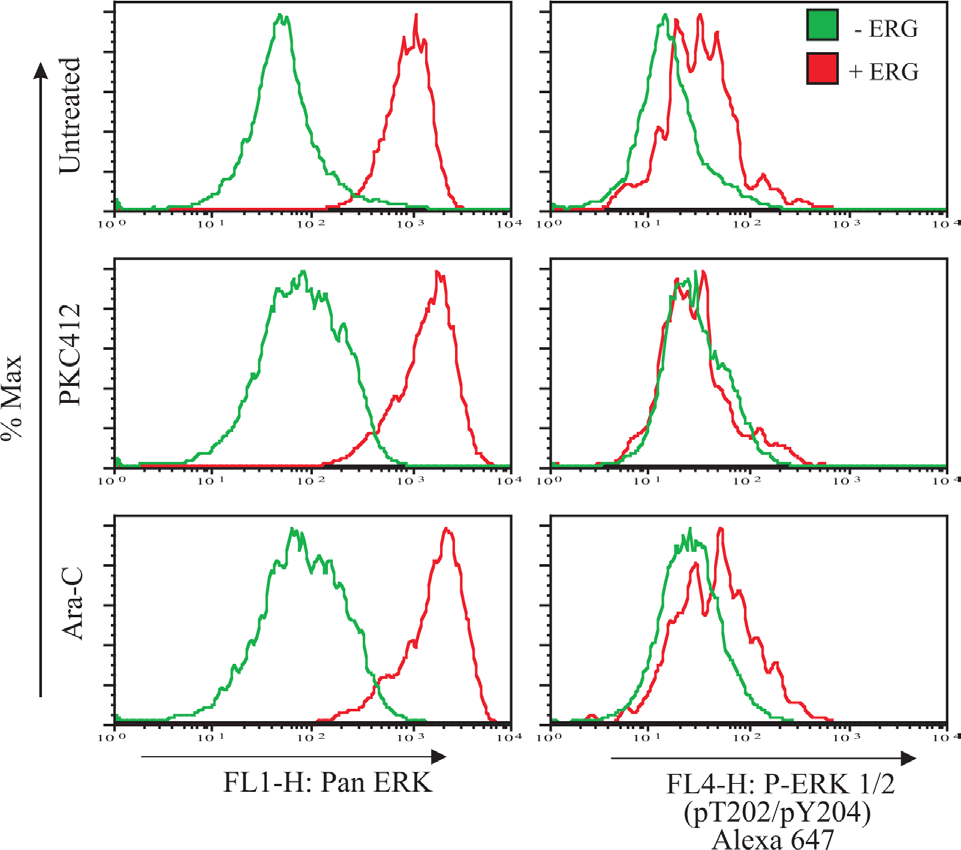
Intracellular staining of pan and phosphorylated ERK1/2 levels increase in cells with ERG overexpression ERG-induced (+ERG) and non-induced (−ERG) cells were probed for intracellular levels of pan ERK1/2 and P-ERK1/2 (pT202/p204), left and right panels, respectively. To determine the extent of ERK activation, ERG-induced (+ERG) and non-induced cells (−ERG) were treated with either PKC412 or Ara-C for 24 hours. Plotted is a representative graph for intracellular probing for pan and phosphorylated levels of ERK1/2 and conducted in duplicate and duplicate in K562 pTRE-ERG clones, CL9 and CL46 clones.

## DISCUSSION

Herein we show that in leukemia cells ERG overexpression promotes a mesenchymal-like gene expression signature that includes: CD24, CD44, ITGA10, ITGB5, ITGB3, ITGA2B and the morphogenic-associated genes, such as SHANK3, TYROBP. These results are in line with the positive correlation of ERG-induced mesenchymal-like gene signature in leukemia with prostate carcinoma and chemotherapy-treated invasive breast tissues that validated our model system. We propose that, irrespective of cell type, high ERG expressing cells may initiate a malignant phenotype by promoting adhesion thereby enhancing the likelihood of escaping chemotherapeutic agents.

Through fluorescent tracking, we have also demonstrated that ERG overexpression in leukemia cells confers proliferative growth advantage at twice the rate of non-induced cells, whilst mediating the development of spindle shape morphology. In our stable phenotypic model of ERG overexpression, these proliferative features allowed for an even greater ERG-induced cell expansion in co-culture with the cell line HS-5 and in co-culture with primary bone marrow derived stroma from AML. Thus, enhanced adhesion of ERG overexpressing cells to the stromal bed may exploit direct interactions with stroma cells in order to increase cell survival. In the presence of cytotoxic drugs, the percentage of ERG-induced cells treated with PKC412 was enhanced, although the rates of proliferation were not altered (data not shown). In addition the drug resistance promoted directly by ERG, stroma may provide additional apoptotic protection from cytotoxic drugs.

**Figure 6:**
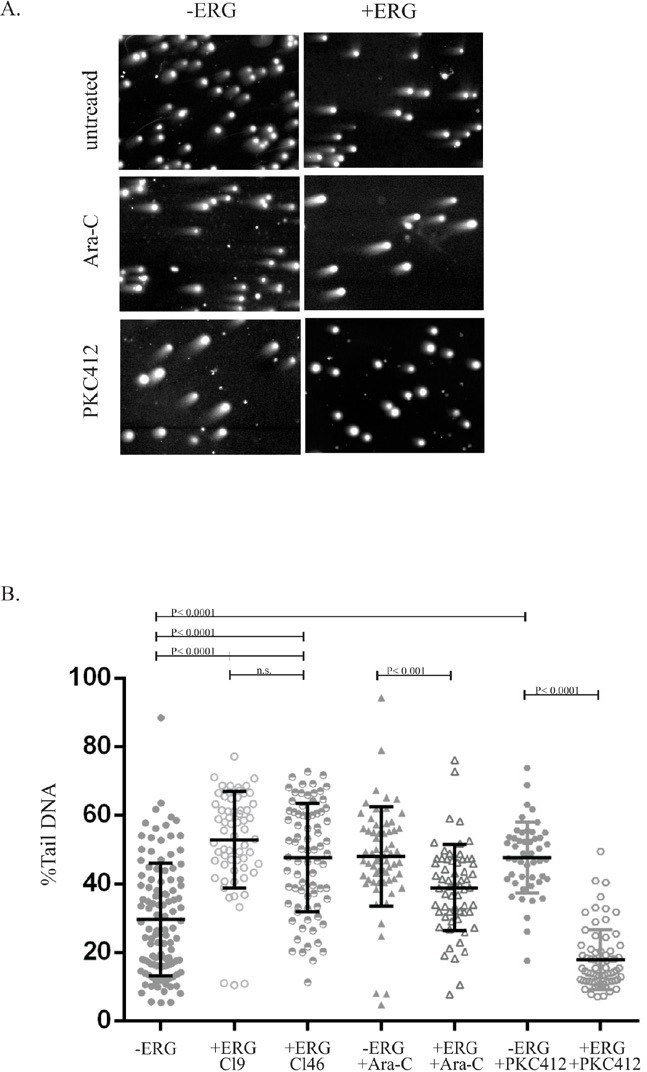
ERG-induced cells result in increased genomic instability and enhanced DNA repair in the presence of Ara-C and PKC412 ERG-induced (+ERG) and non-induced (−ERG) cells were treated with PKC412 or Ara-C for 96-hours and then analyzed by the neutral comet assay to detect the extent of DNA double strand breaks. A) Representative agarose smears of ERG-induced and non-induced cells stained with DAPI in the presence of Ara-C or PKC412. B) Quantification of %Tail DNA was determined following treatment with Ara-C and PKC412 for 96-hours in ERG-induced (+ERG) and non-induced (−ERG) cells. The %Tail DNA was determined for non-induced cells (n=110), ERG-induced cells (CL9 and CL46, n=63 and n=78, respectively), non-induced cells treated with Ara-C (n=63), ERG-induced cells treated with Ara-C (n=62), non-induced cells treated with PKC412 (n=48), and ERG-induced cells treated with PKC412 (n=63). Statistical tests were performed using oneway ANOVA (Tukey test for multiple comparisons).

ERG-induced leukemia cells treated with other PKC or WNT targeting drugs, such as LY294002, rapamycin and ICG-001, promoted expansion of ERG-induced cells rather than inducing apoptosis. This indicates that apoptotic evasion is another feature of ERG-induced survival, particularly under cytotoxic stress, possibly through the inhibition of PKC or WNT signaling pathways. Hence, it seems unlikely that targeted therapy through these drugs will benefit high ERG expressers. Conversely, nilotinib, PD325901, 5-azacytidine, dasatanib, were effective at depleting DsRed ERG positive cells. Of the agents screened, nilotinib induced apoptosis most effectively in ERG-induced cells.

Our treatment with a CD44 blocking antibody completely abrogated the spindle shape phenotype, with minimal apoptotic effects. Due to antigen specificity, blocking monoclonal antibodies have proven to be effective when combined with chemotherapy, such as rituximab for B-Cell lymphoma, trastuzumab for HER2-positive cancer, cetuximab for colorectal carcinoma, and alemtuzumab for chronic lymphocytic leukemia. CD44, in particular, is believed to prevent homing of leukemia stem cells to the bone marrow, thus representing an attractive target for AML therapy[38]. This approach may also be applicable to the subgroup of high ERG expressers in AML in conjunction with other effective drug therapies, such as nilotinib.

The acquisition of drug resistance though activation of ERK1/2 is a common feature of oncogenes. ERK1/2 and downstream targets are regulated by ERG overexpression in the normal prostate cell line RWPE-1 through the ERG target PLAU[34]. Our results concur with these studies, since ERG overexpression resulted in greater amounts of phosphorylated ERK1/2 than in non-induced cells. ERG-induced cells treated with PKC412 led to an increase of pan ERK levels. Surprisingly, phosphorylated levels of pT202/Y204 were not detected, despite the remarkable expansion of ERG-induced cells and the enhanced spindle morphology. Thus, it is possible that either shunting to a different pathway branch occurred, or that phosphorylation took place at different ERK residues that were not recognized by the Y202/T204 antibody. That activation of the ERK1/2 pathway constitutes a critical step in the acquisition of drug resistance in ERG-induced cells is upstream, is further supported by our data with Ara-C, which revealed diminishing levels of ERK1/2 phosphorylation.

In prostate cancer, genomic mutations of DNA repair-associated genes, such as polymerase iota, were positively correlated with TMPRSS2-ERG positive tumors[39], which associates ERG overexpression with the DNA damage response. In ERG positive cells, the DNA repair genes PARP and DNA-PKs were also reported to co-immunoprecipitate with ERG. Likewise, inhibitors of PARP and DNA-PKs were found to impinge on ERG function, since the inhibitor olaparib (AZD2281) had no effect on ERG-mediated cellular proliferation but blocked ERG-mediated cell invasion[37]. In our current study, AZD2281 treatment did not affect apoptotic levels in ERG positive cells but blocked spindle shape formation. We also observed increased levels of DSB in ERG-induced leukemia cells, as previously reported in prostate cancer cell lines[14]. Also, in our leukemia model, ERG under-expressed genes included ATM, CHEK1 and ATR, which are key genes in the initiation of homology-dependent DNA repair. 

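ATR, the kinase that answers to single-stranded DNA at stalled forks, fell 7.76-fold in the arrays labelled ERG-induced (log2 difference -2.96, SE 0.59, adjusted p = 0.192). Its difference was -1.97, -4.02 and -2.87 in CL4, CL9 and CL46, and each of its 3 probe sets fell, with -2.72, -2.21 and -3.94. Of the 6 probe sets of ATM, 2 fell, the smaller fall being -1.77, and the others gave 0.03, 0.60, -0.17 and -1.38. Of the 4 probe sets of CHEK1, 1 fell (-1.69). In the mean over their probe sets ATM and CHEK1 did not pass the study's thresholds.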

Surprisingly, addition of PKC412 elicited a remarkable lessening in genomic instability in ERG-induced cells, suggesting either a restoration in DNA repair gene expression or a shift from homologous recombination to other types of DNA repair, including non homologous end joining (NHEJ). The latter hypothesis is supported by ERG-induced XRCC5, a key NHEJ-associated gene and significantly ranked with high ERG levels in prostate mRNA expression datasets (Supplement Figure 1A and 1C). Hence, it is possible that a shift from homologous recombination to a NHEJ pathway of DNA repair may contribute to the escape from apoptosis and drug resistance. 

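XRCC5, which encodes the larger Ku subunit that binds DNA ends, had a log2 difference of -1.32 between arrays labelled ERG-induced and non-induced (SE 0.60, adjusted p = 0.431). The clones gave -0.36 in CL4, -2.35 in CL9 and -1.24 in CL46, and its 3 probe sets gave -0.29, -0.57 and -3.08. It was not called, except as lower without CL4 (-1.80). Of 13 genes of non-homologous end joining, 11 were measured, 2 fell and 0 rose. LIG4, the ligase of this pathway, fell by 1.28 and lost its call without CL4 (-1.22) or CL46 (-1.29). RIF1, which protects broken ends from resection, fell by 1.69. It lost its call without CL9 (-1.21) or CL46 (-1.45) and with the clone as a block (adjusted p = 0.389), and 4 of its 9 probe sets were lower. Leaving out XRCC5, which the study names, the other 10 had a median of -0.77. DCLRE1C, the nuclease Artemis, differed by -0.89 and was not called, with 3 of its 5 probe sets lower, except as lower without CL46 (-1.05). The median of the list was -0.88, and 0 genes passed when adjusted over the list alone. The list passed camera (adjusted p = 0.0150, but adjusted p = 0.481 with an estimated correlation). It did not pass without CL46 (adjusted p = 0.0528). The ribosomal RNA control was higher by 0.87 while this list was lower. Its smallest rise, 0.59 in CL9, stood with the lowest median of the list, -1.04, and whether RNA quality bears on the list was not tested.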

Further studies would be required to determine the precise repair processes coordinated by ERG in leukemia.

In conclusion, our K562 ERG-induced cell model system unraveled an ERG mesenchymal-like gene signature that overrides disease entities and reflects a general pattern of ERG-driven malignancies. We highlight, a number of changes in gene transcription in key pathways responsible for drug resistance, and provide novel targets for further validation and development in order to achieve custom tailored treatment strategies for the high ERG subgroup of leukemia.

## MATERIALS AND METHODS

### Cells and drug treatment

Cultures of K562 pTRE-ERG doxycycline (DOX) inducible clones were grown in 10% FCS RPMI and seeded at 1×105 cells/ml, as previously described[21]. K562 pTRE-ERG cells were stimulated with DOX (1 μg/ml) for 24 hours. Following this step, drug was administered in the presence and absence of DOX in two K562 pTRE-ERG clones (CL9 and CL46) for an additional 96 hours. Drug (company, concentration ranges) used in this study are as follows: TKI258 (Novartis, 10 μM), PKC412 (LC Laboratories, 10 μM), rapamycin (LC Laboratories, 10 μM), cytarabine (Cell Pharm, 20 μg/ml), quercetin (Sigma, 10 μM), PD0325901 (Selleck Chemicals, 10 μM), daunorubicin (Pfizer, 10 nM), nilotinib and dasatinib (Bug laboratory, Frankfurt Germany, 10 nM), olaparib (AZD22811, Selleck Chemicals, 10 μM), LY294002 (Cayman Chemical, 10 μM), 3-deazaneplanocin A (Cayman Chemical, 10 μM), ICG001 (Selleck Chemical, 10 μM), XAV393 (Sigma, 10 μM), and 5-azacytidine (Sigma, 1 μM). Dose curves were determined by Water Soluable Tetrazolium salt (WST) cell viability assays to determine near IC50 concentrations for each drug in K562 cells.

For co-culture experiments, the HS-5 stroma original cell line was purchased from ATCC and grown in 20% FCS RPMI to 80% confluence. Stromal layers were seeded one day prior to co-culture. ERG-inducible cells were stimulated for an additional 24 hours with DOX and combined with HS-5 stroma in 10% FCS RPMI for an additional 24 hour period before the addition of drugs. ERG-inducible cells and stroma were then co-cultured for an additional 4 days with and without DOX to allow cell morphology changes to take place.

For the counting of spindle shaped cells, K562 pTRE-ERG CL9 and CL46 cells were seeded onto culture dishes with 2 mm grid plates and stimulated with DOX for six days. Two independent experiments with blind labels in duplicate were performed for each experimental group. Rabbit monoclonal anti-CD44 (H-CAM, Millipore) and anti-mouse IgG (Cell Signaling) were used in cell adhesion experiments at 1:500 dilution.

### Microarray expression and bioinformatic analyses

Three independent stably transfected clones (CL4, CL9, CL46) of K562 pTRE-ERG cells were grown in the presence and absence of DOX (ERG-induced and non-induced) for long-term culture (8 days). Total RNA was extracted from ERG-induced and non-induced cells and hybridized using Affymetrix U133-plus chip. Data analysis was performed with Gene Spring 4.2 (Agilent Technologies). Differential expression of genes from biological triplicates (CL4, CL9, CL46) that displayed an over- and under-expression of 2-fold or greater between ERG-induced and non-induced cells were used for further analysis. Microarray data have been deposited in the Gene Expression Omnibus Database. To determine enriched biological terms, over- and under-expressed candidate gene lists were uploaded to the DAVID Bioinformatics server (http://david.abcc.ncifcrf.gov), which was employed to group and define enriched gene ontology terms[22].

### Comparative gene expression analyses

Differential microarray dataset obtained from clones CL4, CL46, and CL9 (+/− DOX) were uploaded to the Oncomine Cancer Profiling Database (www.oncomine.org). Co-expression of ERG over-expressed and under-expressed genes were compared with leukemia, breast and prostate dataseis which were obtained directly through the Oncomine 3.0 software.

### Quantitative RT PCR

Quantitative RT PCR was conducted with Sybr green master mix (Fermentas) and analyses were conducted as previously described[21]. Relative mRNA expression was plotted as fold changes relative to un-induced cells from two independent pTRE-ERG CL9 and CL46 clones.

### Patient material

To harvest mesenchymal stroma cells, the mononuclear fraction of bone marrow was cultured as previously described[23]. Informed consent of patient material was carried out according to the Declaration of Helsinki.

### Immunofluorescence and flow cytometry

Live ERG-inducible adherent cells were stained with primary rabbit polyclonal anti-WNT11 (Novus Biologicals) and secondary anti-rabbit IgG (Alexa Fluor 488 conjugated) antibodies. Annexin V-FITC (BD Biosciences, San Jose, CA) staining was carried out according to manufacturer's instructions. Carboxyfluorescein diacetate succinimidyl ester, CFSE (Cayman Chemical) was used at 1:400 dilution and staining was conducted according to manufacturer's instructions.

To capture endogenous levels of pan ERK and ERK (pT202/pY204), ERG-induced cells were DOX stimulated for three days followed by 24-hour drug treatment (Ara-C or PKC412). Briefly, for intracellular staining, K562 pTRE-ERG cells (5x105 cells/ml) were fixed with 150 μl Phosflow fix buffer I (BD biosciences) at 37°C, washed with PBS, resuspended in 200 ul cold methanol for 10 min, blocked by PBS with 1% BSA, and labeled with the primary antibody (1:100 dilution) for 15min at 4°C. To detect endogenous ERK levels the a-mouse pan ERK and phospho Alexa a-mouse 647 (pT202/pY204) antibodies were used. When required, secondary antibody, anti-mouse IgG (Alexa Fluor 488 conjugated), was used for labeling. The three antibodies were purchased from Cell Signaling (Davers, MA). The labeled cells were measured by flow cytometry and analysed using Flowjo software. All flow cytometry techniques were conducted on a Becton Dickinson FACSCalibur instrument.

### Comet assay

Double strand DNA breakage was measured through the neutral comet assay[24]. ERG-induced cells were stimulated with DOX for 24 hours prior to the addition of Ara-C or PKC412. Following a 72-hour drug treatment, 1x105 cells were suspended into melted 1% agarose (1:10 dilution) and smeared onto a precoated 1% agarose glass slide. Slides were then submerged into lysis buffer (2.5 M NaCl, 0.1 M EDTA, 10 mM Tris pH7.5, 1% Triton X-100, 1% sodium lauryl sarcosine, 0.5 mg/ml proteinase K) overnight at 4°C. Slides were rinsed in TE buffer, equilibrated in an electrophoresis chamber with neutral electrophoresis buffer for 30 minutes and then electrophoresis was conducted for 25 minutes at 25 volts. Slides were then submerged in distilled water, stained with 4′,6-diamidine-2-phenylindol dihydrochloride (DAPI, 1.4 μM), fixed in 70% ethanol and air dried. Experiments were conducted in duplicate, in both CL9 and CL46 clones, with four to five 100x magnification images for each treatment. The fluorescence intensities of the comet head and comet tail of all cells (63 to 110) in each image were scored. Percent DNA in tail and head: the total fluorescence intensity within the delineated comet tail was divided by the total comet intensity (comet head plus comet tail intensity) and multiplied by 100. Measurements were conducted with the Image J software and Comet Tail analysis plugin (rsbweb.nih.gov/IJ).

## Supplementary Figure and Table

# Supplementary material for: ERG induces a mesenchymal-like state associated with chemoresistance in leukemia cells
**Source:** Oncotarget. 2013 Dec 4;5(2):351–62. doi: 10.18632/oncotarget.1449
**Supplement:** Supplementary file 1

# ERG induces a mesenchymal-like state associated with chemoresistance in leukemia cells - Mochmann et al

A. ERG over-expressed genes in Grasso Prostate ERG Rearrangement

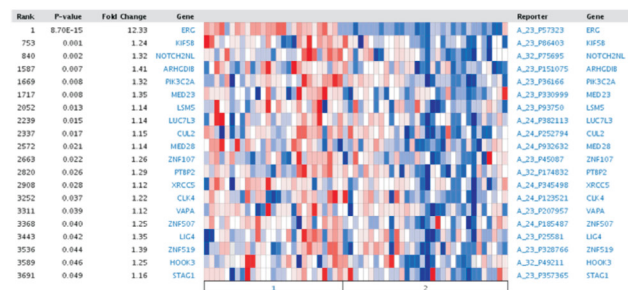

Legend: 1. ERG Rearrangement (27) 2. No ERG Rearrangement (32)

C. ERG over-expressed genes in Stickeler Breast Clinical Specimen

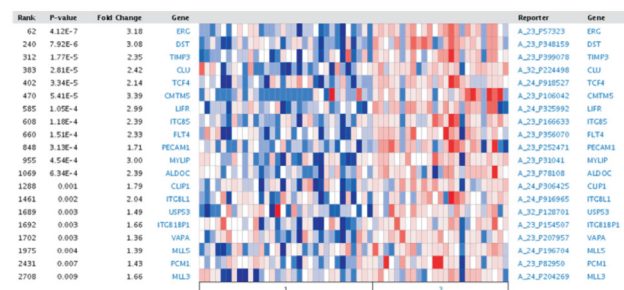

Legend: 1. No Treatment Control (32) 2. Epirubicin/Cyclophosphamide + Docetaxel Treatment (25)

B. ERG over-expressed genes in Grasso Prostate Carcinoma

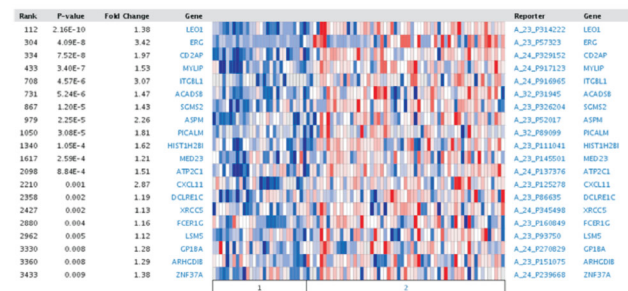

Legend: 1. Prostate Gland (28) 2. Prostate Carcinoma (59)

Least Expressed Most Expressed Not measured

# Supplementary material for: ERG induces a mesenchymal-like state associated with chemoresistance in leukemia cells
**Source:** Oncotarget. 2013 Dec 4;5(2):351–62. doi: 10.18632/oncotarget.1449
**Supplement:** Supplementary file 2

ERG induces a mesenchymal-like state associated with chemoresistance in leukemia cells - Mochmann et al

Supplement Table 1. Source and significance of *ERG* induced genes mined with other cancer datasets. Oncomine™ (Compendia Bioscience, Ann Arbor, MI) was used for analysis and visualization.

| Dataset          | Source         | Disease         | Comparison                                                            | P-Value  | Fold change |
|------------------|----------------|-----------------|-----------------------------------------------------------------------|----------|-------------|
| Grasso Prostate  | Nature 2012    | Prostate cancer | ERG rearrangement versus no rearrangement                             | 8.70E-15 | 12.3        |
| Grasso Prostate  | Nature 2012    | Prostate cancer | Prostate carcinoma versus prostate gland                              | 8.71E-08 | 3.4         |
| Stickeler Breast | Oncol Rep 2011 | Breast cancer   | Epirubicin/Cyclophosphamide + Docetaxel Treatment versus no treatment | 4.10E-07 | 3.18        |

How the deposited data were processed for this re-analysis (not part of the article)

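RNA of 3 stably transfected K562 pTRE-ERG clones (CL4, CL9 and CL46), each grown with and without doxycycline, was hybridized by the authors to 6 Affymetrix U133 Plus 2.0 arrays, 3 per group. The labels and the methods name the samples and call the clones independent, so the clone number was taken to pair the arrays of the same clone. Within a clone the 2 arrays carry no own replicate, and the spread measured here is that between the clones.

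The authors processed the arrays with GeneSpring, and the deposited values are linear ratios, 1 per probe set and array. Each probe set had been divided by its median over the 6 arrays: the median was 1 (tolerance 1e-05) in 50737 of 54675 probe sets and below 1 in 3938. The values ran from 0.00357 to 154. The background correction and array scaling before that step are not given in the sources used here. Because the division removes brightness, signal over background is unknown, and levels of different probe sets cannot be compared. The number of arrays limits the precision.

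Left out were 62 control probe sets, used only for the checks of RNA quality. Of the other 54613, 41091 carried 1 gene symbol, 1801 several and 11721 none in the platform annotation. Of those with 1 symbol, 41037 were matched by gene ID to a table of RefSeq genes of GRCh38.p14, used for names only, with the same symbol. Probe sets with several symbols or none entered only the counts over probe sets. Ratios were turned to log2 with no floor, since all were above 0, and averaged over the probe sets of each of 19775 genes. The value columns of no mapped sample numbered 0.

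The groups were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with lmFit and eBayes without an intensity trend, two-sided, and Benjamini-Hochberg adjustment over all genes or all probe sets. The paper states a fold of 2 or more and p under 0.05 and does not name the test or an adjustment for the number of genes, so calls were made at a fold of 2 or more and an unadjusted p under 0.05 from limma, beside the count at an adjusted p under 0.05. Before the data were examined, the design was to let the probe set with the highest mean stand for a gene and to use an intensity trend. The ratios hold no brightness, so both were replaced, by the mean over probe sets and by no trend, which had been listed as alternatives. The first choices were then run as alternatives, added after the data were seen. Counts under both choices had been looked at when this was decided.

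The genes named in the text follow a rule fixed before the data were examined: ERG and every gene the study names as changed or unchanged on the arrays; the 15 largest rises and 15 largest falls; and up to 4 members with the smallest p of each gene list. The rises and falls were to be taken from genes with an adjusted p under 0.05. As 0 genes passed it, they were taken, as the rule provided, from genes at the study's thresholds with the same direction in all 3 clones. Other genes are said to be named after their values were seen.

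The 31 gene lists were fixed at the same time, from general knowledge or from the study: the genes the study names as over-expressed and as under-expressed, integrins, mesenchymal and epithelial markers, megakaryocyte, erythroid, endothelial, monocyte and granulocyte, fibroblast and lymphocyte genes, homologous recombination, the BRCA1 and ATR pathway of Table 1, non-homologous end joining, base excision and mismatch repair, polycomb and DNA methylation, chromatin remodelling complexes, the cell cycle, anti-apoptotic and pro-apoptotic genes, the WNT pathway, the ERK cascade and ERK target genes, the ATF4 stress response, interferon and inflammatory genes, cytarabine handling and drug efflux, targets of the drugs tested, the ETS family without ERG, ribosomal proteins and oxidative phosphorylation. Each list was tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation between genes and with fry, a rotation test of whether the genes of a list move on balance in 1 direction.

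The alternatives were the clone as a block, each array centred on its median, quantile normalization, no moderation of the variances, other thresholds, and leaving out each clone in turn. Added after the data were seen were the probe set with the highest mean and the intensity trend, as first designed, the removal of probe sets with a median below 1, and the centring of the gene values of each array on their median. The correlation of the deviations of same-clone arrays from their group means, across genes, was 0.04 in CL4, 0.05 in CL9 and 0.03 in CL46; the pairing comes from the shared clone.

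The comparison was tested on simulated data of 19775 genes, with 50 genes changed at each size. Of the genes changed by a log2 difference of 1, 2, 3 and 4, the study's thresholds recovered 17, 42, 40 and 49 and an adjusted p under 0.05 recovered 0, 9, 18 and 30. Of the unchanged genes, 714 passed the study's thresholds and 5 an adjusted p under 0.05. Intervals for medians of lists and for the share of lower probe sets came from 10000 bootstrap draws of genes, which treat genes as independent.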

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

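All tests of explanations in this part were chosen after the result they bear on was seen.

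Of the gene lists on groups for which the paper reports no array result, 4 passed camera toward higher at its preset correlation, and 0 of them with an estimated correlation. The median log2 difference was 0.84 for megakaryocyte genes (adjusted p = 0.168 with an estimated correlation), 0.41 for endothelial genes (0.242), 0.63 for genes of monocytes and granulocytes (0.162) and 0.17 for ribosomal proteins (0.795). The introduction of the paper names megakaryocytic differentiation from earlier work. Without the genes that the study names from these arrays, the medians were 0.53 (1 of 23 rose) for megakaryocyte, 0.35 (4 of 27 rose) for endothelial and 0.30 (1 of 15 rose) for monocyte and granulocyte genes. The 5 largest rises among genes that the study does not name were CETP at 5.22, BCL2A1 at 5.04, TERLR1 at 4.92, TGFBI at 4.75 and LOXL1 at 4.74. Leaving out CL46 moved BCL2A1 to 3.19, TERLR1 to 4.12, TGFBI to 5.46 and LOXL1 to 4.12. Leaving out CL4 moved BCL2A1 to 5.98, TERLR1 to 5.72 and LOXL1 to 5.83. Leaving out CL9 moved BCL2A1 to 5.94, so the order of these rises is not firm. Each of these 5 genes rests on 1 probe set. The control probe sets for small-subunit ribosomal RNA, which the paper does not report, were 0.87 higher. CDH1 differed between the clones, with 2.43 in CL4, 0.29 in CL9 and -1.50 in CL46, a difference that was not tested, as each clone has 1 array per condition.

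Of 32 genes of homologous recombination, 11 fell (7 of these calls remained without CL9 and 6 without CL46) and 0 rose in the arrays labelled ERG-induced, 9 lay above 0, and the median was -0.77 (camera adjusted p = 9.7e-05, but adjusted p = 0.481 with an estimated correlation). Array scaling as the whole cause would bring this median to 0, but it was -0.67 (bootstrap SE 0.20) with each array centred on its median and -0.60 (SE 0.19) after quantile normalization. Fewer cycling cells would lower genes of DNA replication and mitosis as much, and in the arrays this stays open: the median of the recombination list minus that of the cell cycle list was -0.67 (95% bootstrap interval -0.93 to -0.04, taking genes as independent) and the same difference of the means was -0.23 (-0.67 to 0.23). The paper reports a proliferative advantage of induced cells by decay of the CFSE dye, which runs the other way. That assay was made after a shorter time than the arrays, so it does not settle the question for these cultures. A loss of the 5' part of the labelled RNA could also be at work and cannot be told apart, since the controls do not run 1 way: the 3' minus 5' difference was higher by a mean of 0.12 over ACTB and GAPDH and in 2 of 3 clones for each (GAPDH by only 0.01 and 0.06), but ISGF3A gave 3.19, -1.84 and -3.64 in CL4, CL9 and CL46, and the ribosomal RNA control, 0.87 higher, gave -0.33, -0.06 and -0.13. An effect of ERG itself stays open as well and was not tested apart from an effect of doxycycline, which every induced culture received.

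In the mean over its 4 probe sets, ERG was not higher in the arrays labelled ERG-induced (log2 difference -0.76, SE 0.63), though 1 probe set gave 0.72 (SE 1.48), with 0.82, -2.73 and 4.06 in CL4, CL9 and CL46, and another gave 1.39 in CL9. A swap of the labels within the clones would lower WNT11, which the same group had reported to rise with ERG in these cells, but WNT11 was 3.95 higher (SE 0.66), with 3.09, 5.04 and 3.71 in CL4, CL9 and CL46, which argues against a swap. Of 27 pairs of a clone and 1 of 9 genes that are higher by RT-PCR in the paper, 26 were higher in the arrays labelled ERG-induced, though the study chose these genes on these arrays. The paper's other measures run the same way as the labels, which does not settle them: RT-PCR in CL9 shows more ERG mRNA after induction (Fig. 1C), and the DsRed reporter marks the ERG-induced cells. Probe sets that lie outside the introduced sequence may account for the values, and this was not tested, as their place relative to that sequence is not known.

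More genes were lower than higher, 1250 against 617, and more probe sets, 4454 against 1539. Over genes, a shift of the gene median between the arrays is argued against as the whole cause, since 61.1% of the calls (95% interval 58.8 to 63.4) were lower with the gene values of each array centred on their median. Other array scaling may account for part of the excess and cannot be told apart as its cause: the lower share of the calls was 57.2% (54.8 to 59.5) with each array centred on its median over the probe sets and 52.1% (49.8 to 54.5) after quantile normalization, an interval that reaches 50%, but these scalings put the median of all genes at 0.08 and 0.11, past 0, which by itself lowers that share. Over probe sets, the tables argue against scaling as the whole cause, since 67.4% of the calls (66.1 to 68.8) were lower with each array centred and 63.1% (61.7 to 64.5) after quantile normalization. These intervals, the latter from a bootstrap that keeps the probe sets of a gene together, take genes as independent, and no biological explanation was tested.

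The 6 arrays make 10 splits into groups of 3, too few for a share under 0.05. The real split gave 617 genes higher against 622 in either direction in the highest other split, 1250 genes lower against 622, 1539 probe sets higher against 1708, 4454 probe sets lower against 1708 and 10 gene lists past camera against 5. The splits with a result as large, the real split included, numbered 2, 1, 2, 1 and 1 in that order. Among the splits that part the arrays of all 3 clones, the highest others in either direction were 411 genes and 1242 probe sets, with 5 lists; the remaining splits leave both arrays of a clone in the same group.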

How the results depend on the processing

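The probe set with the highest mean and the trend, as first designed, the removal of probe sets with a median below 1 and the centring of the gene values of each array on their median were added as alternatives after the data were seen, and the others were set before. On ratios the highest mean picks no brighter probe set: it was also the probe set with the largest SD over the arrays in 70.3% of the 10523 genes with several, where a random choice would give 38.2%, so changes under it do not bear on how stable a result is. Not run were the floors and the filter that keeps only probe sets or genes with a high mean, for the clone responses too, since the ratios hold no brightness; signal over background is unknown for the same reason. The genes named by the fixed rule gave 1428 comparisons with an alternative, leaving out the highest mean and the trend. Of these, 1284 kept their direction and their side of the study's thresholds, 121 lost their call, 20 gained it and 3 reversed. The 3 do not include CD44, which was tallied apart and turned from 0.41 to -0.15 without CL9. The cause was not tested for any change that follows. With the clone as a block, the pairing turned the direction of the ERK cascade, ERK target genes and ATF4 lists (each adjusted p = 0.995) and of the ETS family (0.938), and ribosomal proteins no longer passed (0.0536). The block ended the calls of TWIST2, LCK, RIF1, MX1 and IL1B and gave calls to ARHGDIB, CD24, MS4A1 and BIRC2. It changed no other call of a list or of a gene named by the fixed rule. Genes named after their values were seen were not compared under the block. Calls numbered 661 higher and 1264 lower with the block, 276 and 649 (probe sets 733 and 2439) with the block and no moderation, and 369 higher (probe sets 932) with no moderation alone. Centring each array turned the ATF4 list (adjusted p = 0.883), as did centring its gene values (0.939) and quantile normalization (0.906), under which 4 genes passed an adjusted p of 0.05 against 0. With an adjusted p under 0.05 in place of the unadjusted p, calls numbered 0 in both directions for genes and for probe sets, from limma. With a fold of 2 or more and no p they numbered 1847 higher and 2466 lower (probe sets 6667 and 10282), and with that fold in each clone 304 and 501 (probe sets 988 and 2397). At the probe set with the highest mean the direction turned for CD44 (-0.64), ITGB3 (-0.41), ADGRG1 (-0.66), DICER1 (1.19), CDH2 (-1.19), COL1A1 (1.22), DCLRE1C (0.14), RIF1 (0.55), XIAP (0.01), ATF5 (0.16) and ALDH1L2 (0.54). There the lists of mesenchymal markers (adjusted p = 0.951), anti-apoptotic genes (0.324), the ATF4 response (0.943) and the ETS family (0.894) also turned, non-homologous end joining (0.310) and the WNT pathway (0.0606) no longer passed, and the cell cycle passed (0.0388). Without probe sets of median below 1, ACTA2 (0.84) and the mesenchymal markers (adjusted p = 0.962) turned. With an estimated correlation, 0 lists passed: the adjusted p was 0.114 and 0.343 for the genes the study names as over-expressed and under-expressed, 0.168 for megakaryocyte, 0.242 for endothelial and 0.162 for monocyte and granulocyte genes, 0.224 for the WNT pathway, 0.795 for ribosomal proteins and 0.481 for homologous recombination, non-homologous end joining and chromatin remodelling. By fry, which does not compare a list with other genes, megakaryocyte genes, homologous recombination and chromatin remodelling (each 0.0521), endothelial genes (0.0702), non-homologous end joining (0.158) and ribosomal proteins (0.485) did not pass, ERK target genes did (0.0368), and the ERK cascade turned (0.808). With a clone left out, in turn, the log2 difference ran from -0.15 to 0.85 for CD44, from -0.56 to 0.04 for NUMB and from -0.61 to 1.36 for CDH1. The adjusted p then ran from 8.1e-05 to 0.0766 for endothelial genes, from 0.635 to 0.981 for lymphocyte genes, from 0.0203 to 0.0528 for non-homologous end joining, from 0.401 to 0.834 for base excision and mismatch repair, from 0.0191 to 0.0602 for the WNT pathway, from 0.834 to 0.992 for the ERK cascade, for ERK target genes and for the ETS family, from 0.138 to 0.786 for the ATF4 response and from 0.0906 to 0.306 for ribosomal proteins.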

Differences from the paper's values

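The paper gives 128 over-expressed and 1440 under-expressed genes at a fold of 2 or more and p under 0.05. At the same thresholds with limma, 617 genes were higher, against the paper's 128, and none of the alternatives set before the data were examined comes within 1.5 times of the paper's count; the nearest gave 276 (the clone as a block with no moderation). The count of 1250 lower genes lies within 1.5 times of the paper's 1440, as do the clone as a block (1264), each array centred on its median (999) and each clone left out (1005 to 1305). The other alternatives set before the data were examined do not: quantile normalization (923), no moderation (939), the block with no moderation (649), a fold of 2 or more with no p (2466) or in each clone (501), and an adjusted p under 0.05 (0). Counted over probe sets, 1539 were higher and 4454 lower against the paper's 128 and 1440, and no alternative set before the data were examined comes within 1.5 times of either. The paper's CD44 fold of 2 and the value here, 1.33, differ by less than the spread between the clones (SD 1.16). That spread is too wide to show agreement, since the fold of 0.903 without CL9, in the other direction, also lies within it.

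The paper names 30 genes other than ERG as over-expressed. Of these, 29 had a log2 difference above 0, 23 were higher at the study's thresholds and 0 were lower. CD44 was not called under any setting run. ARHGDIB was not called, but was with the clone as a block, with each array centred, after quantile normalization and without CL46. CD24 was called with the block and without CL9, PTGS1 after quantile normalization, ITGA2B without CL4 and ITGB5 after quantile normalization. ITGA2B and ITGB5 were also called at the probe set with the highest mean, the first design, which was run as an alternative added after the values were seen and on these ratios picks no brighter probe set. There ADGRG1 (GPR56 in the paper), FLT4, ITGB3, SHANK3 and RAD50, which the paper names as changed, were not called. XRCC5, which the paper gives as induced by ERG, had a log2 difference of -1.32 and was called lower without CL4 (-1.80). Its mean was carried by 1 of its 3 probe sets, at -3.08 (SE 1.39). The others gave -0.29 (SE 0.28) and -0.57 (SE 0.31), and 0 of the 3 passed the study's thresholds.

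Of the 10 genes that the paper names as under-expressed, 9 lay below 0 and 4 were lower at the study's thresholds. DNMT3A, under-expressed in the paper, had a log2 difference of 0.41. ATM, CHEK1, NUMB and DICER1 lay below 0 and were not called under the main setting, and SUZ12 was called without CL9 (-1.30). For NUMB, SUZ12 and DNMT3A the paper cites Fig. 1C, which shows RT-PCR in CL9, so a mean over the arrays of 3 clones is an unlike measure. In CL9 the arrays gave -1.12 for NUMB and -2.23 for DICER1, but 0.47 for SUZ12 and 0.52 for DNMT3A. ERG itself, which Fig. 1C shows as higher in CL9 by RT-PCR, had a log2 difference of -0.76 over the 3 clones. The paper reports that E-cadherin and N-cadherin did not change, and CDH1 and CDH2 were not called here. Supplement Figure 1 pictures genes that its title gives as over-expressed. Of 50 of them measured, 37 lay below 0 and 13 above, 18 were lower and 9 higher at the study's thresholds, and 31 were lower and 11 higher in all 3 clones.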

Other observations

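Of 31 megakaryocyte genes measured, 7 rose and 0 fell in the arrays labelled ERG-induced (4 adjusted over the list alone; camera adjusted p = 4.1e-07, but adjusted p = 0.168 with an estimated correlation). Without CL4, CL9 and CL46, 5 of these calls remained in each case. PECAM1, an adhesion receptor of platelets and endothelium, rose 4.01-fold, SELP 13.5-fold and CMTM5 6.27-fold. The study names 8 of these genes from these arrays; of the other 23, 1 rose, and their median was 0.53. Of 29 endothelial genes, 6 rose and 0 fell, and 5, 4 and 4 of these calls remained without CL4, CL9 and CL46, with 2 genes lower without CL9 (2 adjusted over the list alone; adjusted p = 7.0e-04, but adjusted p = 0.242 with an estimated correlation). They included CDH5, the cadherin of endothelial junctions, 8.03-fold higher (log2 difference 3.01, or 1.95 without CL4), and MMRN2, a matrix protein of vessels, 2.19-fold higher, whose call was lost without CL46 (0.93). The list did not pass without CL46 (adjusted p = 0.0766). The study names 2 of them, and of the other 27, 4 rose and the median was 0.35. Of 19 genes of monocytes and granulocytes measured, FCER1G, LST1, TYROBP, AIF1 and LILRB2 rose and 0 fell (4 adjusted over the list alone; adjusted p = 1.8e-04, but adjusted p = 0.162 with an estimated correlation). AIF1 lost its call without CL4 (1.41) or CL46 (1.70), and LILRB2, named after its value was seen, when any single clone was left out (0.71, 1.81 and 1.89 without CL4, CL9 and CL46). The study names 4 of them, and of the other 15, 1 rose and the median was 0.30. The ribosomal RNA control was also higher, by 0.87, and whether RNA quality bears on these lists was not tested. Of 38 WNT pathway genes measured, WNT11, WNT10B (1.08) and NKD1 (1.23) rose and 0 fell (1 adjusted over the list alone; adjusted p = 0.0150, but adjusted p = 0.224 with an estimated correlation). The study names 1 of them, and the other 37 had a median of 0.33. WNT10B lost its call without CL9 (0.84) or CL46 (1.13), NKD1 without CL9 (0.77) or CL46 (1.38), without which 2 of the genes were lower, and the list did not pass without CL4 (adjusted p = 0.0546) or CL46 (adjusted p = 0.0602).

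Of 23 erythroid genes measured, the transferrin receptor TFRC fell 3.17-fold and 0 rose (0 adjusted over the list alone; median 0.23, camera adjusted p = 0.421). Of 14 fibroblast genes, FAP, a protease of activated fibroblasts, rose 12.2-fold and PDGFRA 2.69-fold (lost without CL4, 1.37), while ACTA2 (lost without CL4, -1.39) and COL1A1 (lost without CL4, -0.85, or CL9, -1.11) fell (1 gene higher adjusted over the list alone; median 0.11, adjusted p = 0.421). Of 14 lymphocyte genes measured, PAX5 rose and CD3D and LCK fell, each losing its call without a clone: PAX5 without CL4 (1.04) or CL46 (1.21), CD3D without CL9 (-1.08) or CL46 (-1.21) and LCK without CL9 (-1.01) or CL46 (-1.02) and with the clone as a block (adjusted p = 0.420). Without CL4 LCK was at -2.04. CD3D also lost its call with each array centred on its median (-1.13) and after quantile normalization (-1.01). This list had 0 genes adjusted over the list alone, a median of -0.32 and an adjusted p of 0.886.

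Of 36 cell cycle genes, 6 fell and 0 rose (4 adjusted over the list alone), and 6, 5 and 4 of these calls remained without CL4, CL9 and CL46. The mitotic motor genes KIF11 and CENPE were 5.07-fold and 8.86-fold lower, the kinetochore gene CENPF 6.25-fold and the proliferation marker MKI67 4.33-fold. The median was -0.11 and the mean -0.45, and the list did not pass camera (adjusted p = 0.0783). The paper reports faster proliferation of induced cells by the CFSE dye after a shorter time, and why these genes fell here was not tested. Of 9 anti-apoptotic genes measured, BCL2A1 rose, and XIAP, an inhibitor of caspases, fell by 1.00 and lost its call without CL4 (-1.06) or CL9 (-0.80) with each array centred (-0.90) and after quantile normalization (-0.84) (median -0.10, mean 0.29, test toward lower, adjusted p = 0.789). Of 17 pro-apoptotic genes measured, APAF1, of the apoptosome, rose 2.52-fold and lost its call without CL9 (1.18), and 0 fell (median 0.16, adjusted p = 0.199). Of 11 ERK cascade genes measured, SOS1 fell by 1.47 and lost its call when any single clone was left out (-1.81, -1.01 and -1.58 without CL4, CL9 and CL46) (median -0.10, mean -0.19, test toward higher, adjusted p = 0.964). Of 19 ERK target genes, the phosphatase gene DUSP5 rose 3.67-fold, and the early response gene EGR1 fell 4.30-fold, the ERK inhibitor SPRED1 3.67-fold and PHLDA1 2.75-fold (1 higher and 3 lower adjusted over the list alone; median 0.08, mean -0.12, test toward lower, adjusted p = 0.886).

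Of 27 genes of the ATF4 stress response measured, the cystine transporter SLC7A11 fell 4.58-fold, with its call lost without CL46 (-1.81), and 0 rose (median -0.04, camera adjusted p = 0.964). Of 75 genes of oxidative phosphorylation, NDUFS4 (3.55-fold), COX6B2 and ATP5MF fell and 0 rose (1 lower adjusted over the list alone; median 0.11, mean -0.03, test toward higher, adjusted p = 0.408). COX6B2 lost its call without CL9 (-1.36) or CL46 (-1.40) and ATP5MF without CL4 (-1.15) or CL9 (-1.17). Of 21 interferon genes measured, IFIT3 rose 4.41-fold, and CXCL11 rose, while MX1 and MX2 fell and lost their calls without CL4 (-1.12 and -2.47) or CL46 (-1.48 and -2.51) (2 higher adjusted over the list alone; median 0.34, adjusted p = 0.185). MX1 also lost its call with the clone as a block (adjusted p = 0.389). MX2 also lost its call with each array centred on its median (-3.07), with the gene values centred (-3.11) and after quantile normalization (-3.15). Of 16 inflammatory genes measured, the chemokine CCL5 rose 6.89-fold, PLAUR, IL1B and CXCL1 rose, and CXCL2, named after its value was seen, fell by 1.38 (1 higher adjusted over the list alone; median 0.54, adjusted p = 0.0716). IL1B lost its call without CL4 (1.60) or CL46 (0.81) and with the clone as a block (adjusted p = 0.389), CXCL1 without CL4 (2.72) or CL9 (1.43), PLAUR without CL9 (1.04) or CL46 (0.93) and CXCL2 without CL4 (-0.80) or CL46 (-1.29). With CL9 left out, 4 interferon genes were higher and 3 inflammatory genes lower. With each array centred on its median and after quantile normalization, 0 inflammatory genes were lower, so CXCL2 lost its call there. Of 17 genes of cytarabine handling and drug efflux, the efflux pump ABCC3 rose 3.13-fold, with its call lost without CL4 (1.64) or CL46 (1.19), and 0 fell (median -0.01, mean 0.09, test toward higher, adjusted p = 0.695). Of 37 targets of the drugs tested that were measured, FLT4 and PDGFRA rose and EZH2, TNKS2 and TOP2A, the last named after its value was seen, fell (median 0.08, adjusted p = 0.421). TNKS2 lost its call without CL4 (-1.05) or CL9 (-1.41) and TOP2A without CL46 (-1.90), and without CL9 TOP2A was at -1.04. Of 25 genes of the ETS family, ETV6 rose, and ELK3 and GABPA fell (median -0.06, camera adjusted p = 0.964). ELK3 fell 5.20-fold (log2 difference -2.38, or -2.98 without CL4 and -1.77 without CL9). The call of ETV6 was lost without CL4 (0.94) and that of GABPA without CL4 (-1.16) or CL46 (-0.95). GABPA also lost its call with each array centred on its median (-0.99) and after quantile normalization (-0.90). Of 58 ribosomal protein genes, 0 rose and 0 fell, and their median of 0.17 passed camera (adjusted p = 0.0494, but adjusted p = 0.795 with an estimated correlation), but not without CL4 (adjusted p = 0.306), CL9 (0.0906) or CL46 (0.152). In these lists 0 genes passed when adjusted over the list alone unless a count is given, and 0 passed over all genes in limma. The unadjusted p under 0.05 that the calls rest on was met by 2544 genes.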
